# RPL3L-containing ribosomes determine translation elongation dynamics required for cardiac function

**DOI:** 10.1038/s41467-023-37838-6

**Published:** 2023-04-20

**Authors:** Chisa Shiraishi, Akinobu Matsumoto, Kazuya Ichihara, Taishi Yamamoto, Takeshi Yokoyama, Taisuke Mizoo, Atsushi Hatano, Masaki Matsumoto, Yoshikazu Tanaka, Eriko Matsuura-Suzuki, Shintaro Iwasaki, Shouji Matsushima, Hiroyuki Tsutsui, Keiichi I. Nakayama

**Keywords:** Ribosomal proteins, Heart failure, Ribosome

## Abstract

Although several ribosomal protein paralogs are expressed in a tissue-specific manner, how these proteins affect translation and why they are required only in certain tissues have remained unclear. Here we show that RPL3L, a paralog of RPL3 specifically expressed in heart and skeletal muscle, influences translation elongation dynamics. Deficiency of RPL3L-containing ribosomes in RPL3L knockout male mice resulted in impaired cardiac contractility. Ribosome occupancy at mRNA codons was found to be altered in the RPL3L-deficient heart, and the changes were negatively correlated with those observed in myoblasts overexpressing RPL3L. RPL3L-containing ribosomes were less prone to collisions compared with RPL3-containing canonical ribosomes. Although the loss of RPL3L-containing ribosomes altered translation elongation dynamics for the entire transcriptome, its effects were most pronounced for transcripts related to cardiac muscle contraction and dilated cardiomyopathy, with the abundance of the encoded proteins being correspondingly decreased. Our results provide further insight into the mechanisms and physiological relevance of tissue-specific translational regulation.

## Abstract (web summary)

RPL3L is a paralog of the ribosomal protein RPL3 and specifically expressed in heart and skeletal muscle. Here, the authors show that RPL3L-containing ribosomes regulate translation elongation dynamics especially for the transcripts related to cardiac muscle contraction.

## Introduction

Information encoded by an mRNA is translated by ribosomes for production of the corresponding protein. The ribosome is a ribonucleoprotein complex that in eukaryotes consists of a small 40S subunit composed of 33 ribosomal proteins (RPs) and 18S rRNA as well as a large 60S subunit composed of 47 RPs and 5S, 5.8S, and 28S rRNAs^1^. Although ribosomes have generally been considered to be homogeneous with regard to their structure and organization, recent studies have revealed the existence of differences in ribosome organization and posttranslational modifications and have led to the proposal of concepts such as “ribosome heterogeneity” and a “ribosome code” analogous to the histone code hypothesis^2–6^. Such concepts are based on the notion that this heterogeneity gives rise to specific translational regulation that adds additional complexity to the control of gene expression and which is important for a variety of physiological processes. For example, ribosomes in mouse embryonic stem cells show a heterogeneous RP composition, with those containing RPS25/eS25 or RPL10A/uL1 preferentially translating specific subsets of mRNAs that contribute to metabolism, the cell cycle, and development^7^. Phosphorylation of the Ser^38^ residue of RPL12/uL11 is also more prevalent in monosomes than in polysomes and affects cell cycle progression by regulating the translation of a specific subset of mitosis-related mRNAs^8^.

Many RP paralogs have been identified in eukaryotes, some of which are expressed in a tissue-specific manner^9^. In mammals, RPL10L/uL16L and RPL39L/eL39L show testis-specific expression, and expression of RPL3L is restricted to heart and skeletal muscle^10–14^. Male meiotic cells inactivate both X and Y chromosomes, a process termed meiotic sex chromosome inactivation^15^, and expression of RPL10L and RPL39L (which are encoded by somatic chromosomes) may compensate for the deficiency of RPL10 and RPL39 (which are encoded by the X chromosome) during this process^16,17^. In contrast to the situation for the testis-specific RP paralogs, expression of RPL3/uL3 is maintained in skeletal and cardiac muscle, albeit at a lower level than in other tissues, suggesting that expression of RPL3L might in part serve to complement this low level of RPL3 expression in these tissues^14^. Although their amino acid sequences are similar overall and the proteins likely occupy the same position in the ribosome, RPL3L and RPL3 may have different functions to some extent given that they differ at about one-quarter of their amino acid positions^18^. RPL3L expression is downregulated during induction of skeletal muscle hypertrophy in mice^19^. Forced expression of RPL3L in C2C12 myogenic cells inhibits myoblast fusion and myotube growth^19^, whereas loss of RPL3L increases ribosome-mitochondrion interactions in mouse cardiomyocytes^20^. Furthermore, mutations of the human *RPL3L* gene have been detected in individuals with atrial fibrillation or neonatal dilated cardiomyopathy^21–25^.

RPL3 is evolutionarily conserved and is the RP located closest to the peptidyl transferase center (PTC) of the ribosome^26^. It folds as a globular domain and possesses three fingerlike structures that are positioned near the A-site tRNA (A-tRNA) binding pocket of the PTC and are known as the NH_2_-terminal extension, the Trp finger (W finger), and the basic thumb, with both the W finger and the basic thumb being part of a central loop^26^. A W255C mutation in the W finger of yeast Rpl3 affects the conformation of the A-tRNA binding pocket of the PTC, resulting in reduced peptidyl transferase activity^26,27^. In addition, His^245^ of human RPL3 is methylated by the methyltransferase METTL18, and defective methylation results in an increased rate of elongation at Tyr codons and aggregation of Tyr-rich proteins^28,29^.

In the present study, we generated RPL3L-deficient mice and found that loss of RPL3L results in impaired cardiac contractility. Translation elongation dynamics were shown to be altered and the frequency of ribosome collisions to be increased in the RPL3L-null heart, resulting in reduced expression of proteins that contribute to cardiac function. Our data indicate that RPL3L-containing ribosomes (RPL3L-ribosomes) are required for proper cardiac function as a result of their regulation of translation elongation dynamics.

## Results

### Expression pattern and predicted 3D structure of RPL3L

RPL3L was previously shown to be expressed specifically in heart and skeletal muscle^18^, and we validated this finding by analysis of RNA-sequencing (RNA-seq) data for a wider range of human tissues from the Genotype-Tissue Expression (GTEx) database. We thus found that *RPL3L* was indeed highly expressed only in heart and skeletal muscle, whereas *RPL3* was ubiquitously expressed, although its expression level in heart and skeletal muscle was lower than that in other tissues (Fig. 1a). RNA-seq data for mouse tissues confirmed a similar expression pattern for *Rpl3l* and *Rpl3* (Supplementary Fig. 1a)^30,31^. Further analysis of publicly available single-cell RNA-seq (scRNA-seq) data for the human heart revealed that *RPL3L* expression was largely restricted to cardiomyocytes (Fig. 1b, c), with many cardiomyocytes expressing both *RPL3L* and *RPL3* (Fig. 1d, e)^32^. Similar results were obtained with publicly available scRNA-seq data for the mouse heart (Supplementary Fig. 1b–e)^33^.

**Fig. 1:**
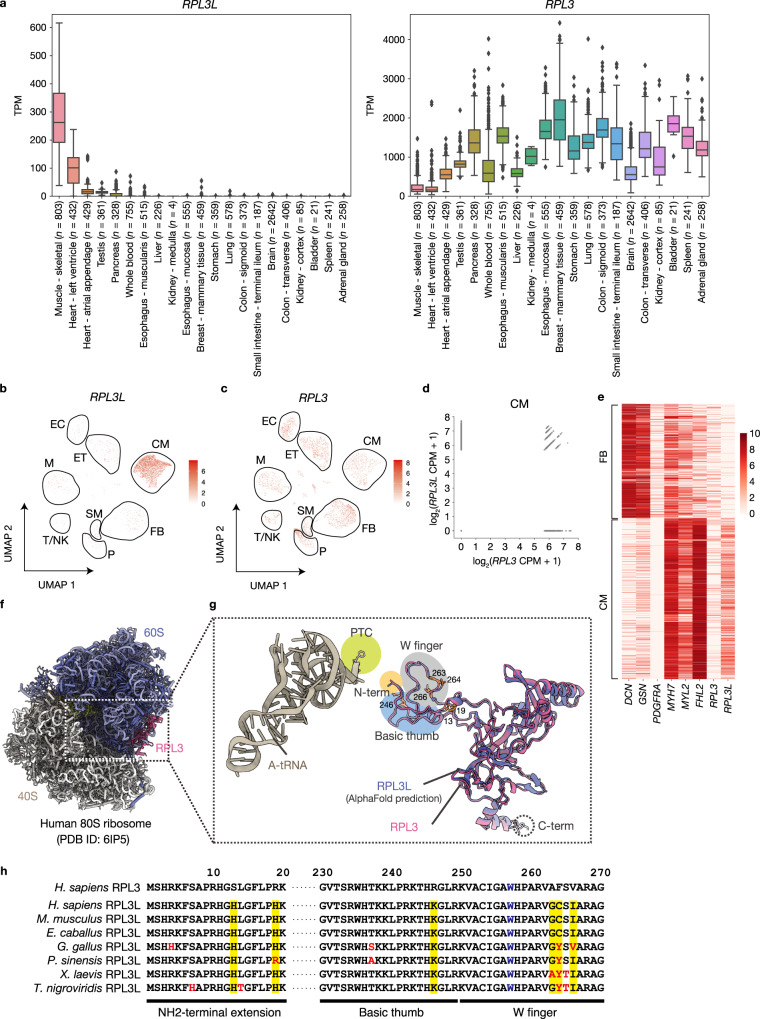
Expression pattern and predicted structure of RPL3L. **a** Expression patterns of *RPL3L* and *RPL3* in human tissues. The RNA-seq data were obtained from the GTEx portal and are presented as box-and-whisker plots, with the boxes representing the median and upper and lower quartiles and the whiskers representing the maximum and minimum values. Diamond-shaped dots indicate outliers. TPM, transcripts per million. **b**, **c** UMAP (Uniform Manifold Approximation and Projection) plots from Seurat analysis of scRNA-seq data for *RPL3L* and *RPL3* expression in the human heart. Data are from GSE183852. Groups corresponding to cardiomyocytes (CM), smooth muscle (SM), fibroblasts (FB), pericytes (P), T cells and natural killer cells (T/NK), macrophages and monocytes (M), endothelium (ET), and endocardium (EC) are enclosed in black frames. **d** Expression levels of *RPL3* and *RPL3L* in single cells for cardiomyocytes as in **b** and **c**. CPM, counts per million. **e** Heat map showing row-scaled expression of the marker genes for FB and CM as well as of *RPL3* and *RPL3L* for the FB and CM clusters in **b** and **c**. **f**, **g** Structural comparison for RPL3 and RPL3L. The atomic model of RPL3 is highlighted (magenta) in the model of the human 80S ribosome obtained by cryo-EM (PDB ID: 6IP5) (**f**). The three fingerlike projections—the NH_2_-terminal extension (N-term), the W finger, and the basic thumb—of RPL3/RPL3L extend into the core region of the 60S subunit and are situated in close proximity to the CCA terminus of the A-tRNA in the PTC (**g**). The amino acids that differ between RPL3 and RPL3L is highlighted in orange with their amino acid numbers. **h** Comparison of amino acid sequences of human (*Homo sapiens*) RPL3 with those of human RPL3L as well as of RPL3L from other mammalian (*Mus musculus* and *Equus caballus*), avian (*Gallus gallus*), reptile (*Pelodiscus sinensis*), amphibian (*Xenopus laevis*), and fish (*Tetraodon nigroviridis*) species. Amino acids that differ between human RPL3 and the various RPL3L proteins are highlighted in yellow, and those of RPL3L that differ among species are shown in red. The W residue in blue corresponds to W255 of yeast Rpl3.

The binding mode of RPL3 was investigated with the three-dimensional (3D) structural model of the human 80S ribosome determined by single-particle cryo‐electron microscopy (cryo-EM) (PDB ID: 6IP5)^34^. The COOH-terminal region of RPL3 engages in several interactions with RNA helices exposed to the solvent, whereas the NH_2_-terminal region of the protein is extended toward the core region of the 60S subunit (Fig. 1f, g). The NH_2_-terminal tip of RPL3 is exposed to the intersubunit cavity and is situated in the vicinity of helix 92 of 28S rRNA, which may affect the amino acid moieties of aminoacyl-tRNAs during their accommodation to the A-site. To compare the structures of RPL3L and RPL3, we obtained a predicted model of RPL3L from the AlphaFold protein structure database and superimposed it on RPL3 in the 80S ribosome (Fig. 1g)^35,36^. The COOH-terminus of RPL3L is extended by four amino acid residues compared with RPL3, as shown previously^20^. Although the structural organization of the three fingerlike projections of RPL3 and of RPL3L was similar, several amino acids of RPL3L in these regions differ from those of RPL3 and these amino acids of RPL3L are well conserved among vertebrates (Fig. 1h), suggesting that these local differences between RPL3 and RPL3L may affect the A-tRNA binding pocket of the PTC. However, this issue warrants verification by cryo-EM analysis of RPL3L-ribosomes, given that the structure of RPL3L is only a prediction by AlphaFold.

### Impaired cardiac contractility in mice lacking RPL3L-ribosomes

To clarify the physiological role of RPL3L, we generated mice deficient in RPL3 or RPL3L with the use of the CRISPR-Cas9 system, with deletion of exon 2 giving rise to a frameshift mutation in both types of mutant mice (Supplementary Fig. 2a, b). Mating of corresponding heterozygous mutant mice yielded weaned mice with homozygous mutation of *Rpl3l* (*Rpl3l*^−/−^) in approximately the expected Mendelian ratio but no *Rpl3* homozygous mutant (*Rpl3*^−/−^) mice, suggesting that loss of RPL3 results in embryonic death (Fig. 2a). Reverse transcription (RT) and quantitative polymerase chain reaction (qPCR) analysis of the heart and skeletal muscle confirmed that *Rpl3l* mRNA was either undetectable for the deleted region or reduced in abundance for the 3’ untranslated region (3’UTR), likely as a result of nonsense-mediated mRNA decay (Fig. 2b). Of note, ablation of RPL3L resulted in upregulation of *Rpl3* mRNA, suggestive of a compensatory response to the loss of RPL3L function, with similar compensatory expression having previously been described for RPL22 and RPL22L1^37^ . We further confirmed the absence of RPL3L protein in the heart of *Rpl3l*^−/−^ mice by mass spectrometry (MS)–based multiple reaction monitoring (MRM) (Fig. 2c)^38^. Given that MRM analysis can measure absolute amounts of proteins, we determined the amounts of individual RPs and normalized them by the average of the amounts of all RPs in order to calculate the number of RP molecules per 80S ribosome. This analysis revealed that RPL3L-ribosomes and RPL3-containing canonical ribosomes were present at a ratio of ~2:1 in the heart of *Rpl3l*^+/+^ mice. Loss of RPL3L resulted in an increased protein level for RPL3 in ribosomes, with no significant difference in that for other RPs (Supplementary Fig. 2c). Although RPS15 abundance tended to be increased in the RPL3L-deficient heart relative to the control heart, this difference was not statistically significant. It is also unlikely that the loss of RPL3L would affect the amount of RPS15, given the distance between the two proteins in the 3D structure of the ribosome.

**Fig. 2:**
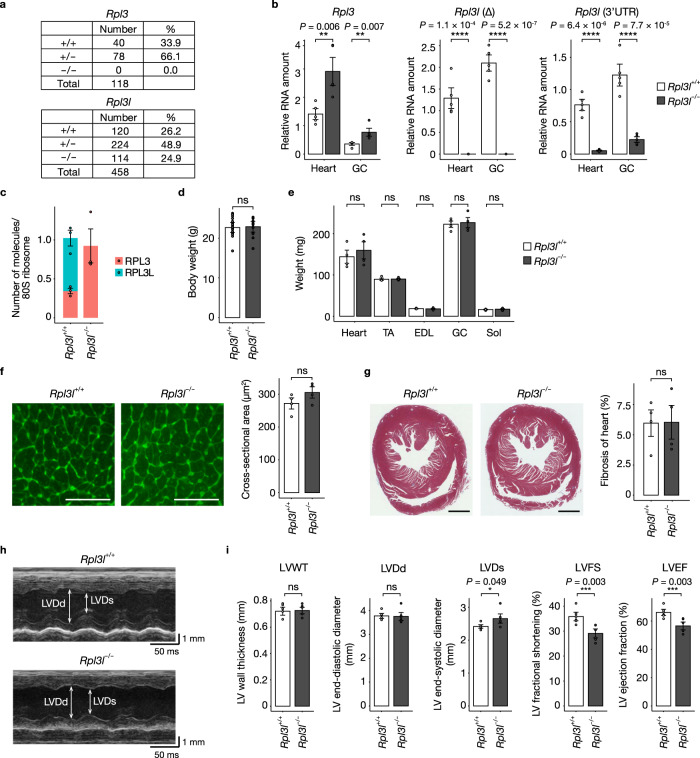
RPL3L-deficient mice manifest impaired cardiac contractility. **a** Number and percentage of mice of the indicated genotypes at weaning for the offspring produced by mating male and female heterozygotes for each mutation. **b** RT-qPCR analysis of *Rpl3l* and *Rpl3* mRNA abundance in the heart and gastrocnemius (GC) of *Rpl3l*^+/+^ and *Rpl3l*^−/−^ mice at 10 weeks of age (*n* = 5 mice). *Rpl3l* transcripts were measured with primers targeting either the deleted region (Δ) or the intact 3’UTR. **c** Number of RPL3 and RPL3L molecules per 80S ribosome as determined by MRM analysis of the polysome fraction from the heart of *Rpl3l*^+/+^ and *Rpl3l*^−/−^ mice at 10 weeks of age (*n* = 3 mice). **d**, **e** Body weight of *Rpl3l*^+/+^ (*n* = 21 mice) and *Rpl3l*^−/−^ (*n* = 12 mice) mice at 10 weeks of age and tissue weight for the heart as well as TA, EDL, GC, and Sol muscles of *Rpl3l*^+/+^ and *Rpl3l*^−/−^ mice (*n* = 4 mice) at 18 to 19 weeks of age (**e**). **f**, **g** Representative images of WGA staining and Masson’s trichrome staining for heart sections from *Rpl3l*^+/+^ and *Rpl3l*^−/−^ mice at 18 to 19 weeks of age (left panels) and quantitative analysis of muscle fiber size and the extent of fibrosis (blue staining) determined from such sections, respectively (*n* = 4 mice) (right panels). Scale bars, 50 μm (**f**) and 1 mm (**g**). **h**, **i** Representative echocardiographic images and quantitative analysis of LVWT, LVDd, LVDs, LVFS, and LVEF for *Rpl3l*^+/+^ and *Rpl3l*^−/−^ mice at 18 to 19 weeks of age (*n* = 6 mice). All quantitative data in bar graphs are means ± s.d. ^*^P  <  0.05, ^**^P  <  0.01, ^***^P  <  0.005, ^****^P  <  0.001; ns not significant (unpaired two-tailed Student’s *t* test). Source data are provided as a Source Data file.

*Rpl3l*^−/−^ mice manifested no significant difference in body weight or in the weight of the heart or skeletal muscle—including the tibialis anterior (TA), extensor digitorum longus (EDL), gastrocnemius (GC), and soleus (Sol)—compared with *Rpl3l*^+/+^ mice (Fig. 2d, e). Histopathologic analysis revealed no obvious changes in myofiber size as determined by wheat germ agglutinin (WGA) staining or in the extent of cardiac fibrosis as visualized by Masson’s trichrome staining in the heart of *Rpl3l*^−/−^ mice compared with that of control mice (Fig. 2f, g). However, echocardiographic profiles revealed that left ventricular fractional shortening (LVFS) and the left ventricular ejection fraction (LVEF), both of which are key indicators of cardiac contractility, were significantly reduced by the loss of RPL3L, whereas the left ventricular end-systolic diameter (LVDs) was increased and left ventricular wall thickness (LVWT) and the left ventricular end-diastolic diameter (LVDd) were unchanged (Fig. 2h, i, Supplementary Data 1, and Supplementary Movie 1). These results suggested that loss of RPL3L-ribosomes results in reduced cardiac contractility.

We also examined the effects of cardiac pressure overload-induced by angiotensin (Ang) II infusion with a micro–osmotic pump. Cardiac hypertrophy, especially of the left ventricle, was apparent after Ang II infusion, confirming the induction of cardiac pressure overload, but there was no significant difference in the change in heart or LV weight observed in response to Ang II treatment between RPL3L-deficient and control mice (Supplementary Fig. 3a). In addition, whereas LVEF and LVFS were significantly reduced in RPL3L-deficient mice compared with *Rpl3l*^+/+^ mice treated with saline, these differences were no longer significant for the mice treated with Ang II (Supplementary Fig. 3b, c, and Supplementary Data 1). These results indicated that the reduced cardiac contractility of mice lacking RPL3L was not exacerbated by pressure overload-induced by Ang II stimulation.

### Altered translation elongation dynamics in the RPL3L-deficient heart

To explore the specific role of RPL3L-ribosomes in translation, we performed Ribo-seq analysis with heart lysates from *Rpl3l*^+/+^ and *Rpl3l*^−/−^ mice^39^. 

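Ribo-seq sequences the mRNA fragments that translating ribosomes protect from RNase I, and RNA-seq of the same tissue gives the abundance of each mRNA. Heart libraries of both kinds from 4 *Rpl3l*+/+ and 4 *Rpl3l*-/- mice at 10 weeks of age were re-analysed from the read counts per transcript that the authors deposited, which are not normalized. For Ribo-seq, the authors trimmed adaptors with cutadapt, removed low-quality reads with the FASTX-Toolkit and rRNA reads with STAR, aligned the remaining reads to the mouse transcriptome (GRCm38.p6) and genome (mm10) with STAR, removed duplicates with UMI-tools and counted reads with featureCounts. The paper's text does not describe these steps separately for RNA-seq. Multiple mappings were allowed, so that isoforms of a gene share reads and their counts are not independent. The count table holds 23877 transcripts with 10669 gene names. Each transcript stands on 2 identical lines, of which 1 was used. By identifier, 23662 of the transcripts match GENCODE M21, which annotates the same genome build, and all 23662 lie on the plus strand. Genes on the minus strand, *Rpl3* among them, are not analysed here. RNA-seq counts on these transcripts ranged from 3594696 to 14041366 per *Rpl3l*+/+ heart (median 4789635.5) and from 10930435 to 22425296 per *Rpl3l*-/- heart (median 15397962). Ribo-seq counts ranged from 1873813 to 3192090 (median 2400444.5) and from 1606700 to 2322481 (median 1802789.5), respectively. Any pair of libraries of the same genotype and assay differed by more than the sampling noise, with a chi-square per degree of freedom of at least 5.6 for RNA-seq and 2.07 for Ribo-seq. TE was tested as the genotype-by-assay interaction in a single quasi-likelihood model of edgeR over all heart libraries of both assays. Library sizes were scaled by the TMM method within each assay, transcripts with a mean count of at least 10 in both assays were tested, and two-sided p-values were adjusted by the Benjamini-Hochberg method. In simulated counts this test recovered 82.6% of 195 transcripts with a log2 fold change of 1.5 and 46.9% of 194 with a log2 fold change of 1. At a log2 fold change of 0.5 it recovered 0 of 196.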

The results revealed high 3–nucleotide (nt) periodicity scores for the Ribo-seq libraries prepared from each genotype (Supplementary Fig. 4a, b)^40^. No transcripts manifested a significant change in translation efficiency (TE: Ribo-seq reads normalized by RNA-seq reads) in response to the loss of RPL3L (Fig. 3a and Supplementary Data 2). 

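Of the 12483 transcripts tested, 0 had an adjusted p-value under 0.05, the smallest being 0.255, and 796 had an unadjusted p-value under 0.05. The median log2 fold change in TE over all tested transcripts was 0.001, with an SD of 0.34 across transcripts. The 2 transcripts with the smallest p-values moved in opposite directions. A transcript of *Ccnd3* (ENSMUST00000182539.7, chromosome 17 from 47596068 to 47599094), the gene for cyclin D3, had a log2 fold change in TE of 1.20 (standard error 0.22, unadjusted p = 2.04e-05 from edgeR) and counts between 30 and 581 per library. A transcript of *B3galnt2* (ENSMUST00000099747.4, chromosome 13 from 13954469 to 13999074), the gene for a glycosyltransferase, had a log2 fold change of -1.45 (standard error 0.31, adjusted p = 0.481 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its counts lay between 7 and 357 per library. With each replicate left out in turn, the log2 fold change of *Ccnd3* stayed between 1.06 and 1.36 and that of *B3galnt2* between -1.55 and -1.32. The Wald test of DESeq2 moved the count most, to 22 transcripts, of which 4 were higher in the *Rpl3l*-/- heart. Other filters on the count, library totals in place of TMM, 1 transcript per gene and each fit without 1 replicate gave 0. None of these fits pairs the RNA-seq and Ribo-seq libraries of a heart. In 6 hearts, the libraries with the same number deviated together from their group means. With only these hearts, chosen after the data had been seen, a fit paired by heart gave 4 transcripts and the unpaired fit 1, all higher in the *Rpl3l*-/- heart. The paper states that no transcript changed significantly in TE with the loss of RPL3L, and next examines ribosome occupancy at single codons.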

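Both *Rpl3l* isoforms named in Fig. 3b lie on chromosome 17 of GRCm38 and share reads. Isoform 1 (ENSMUST00000045186.10) extends from 24732685 to 24736143 and isoform 2 (ENSMUST00000170239.8) from 24727820 to 24736143. In RNA-seq, the level of isoform 1 was 332 ± 60.6 CPM (SD, n = 4) in the *Rpl3l*+/+ heart and 28.3 ± 6.7 (SD, n = 4) in the *Rpl3l*-/- heart, and that of isoform 2 was 459 ± 80.8 and 30.1 ± 7.05, respectively. These are log2 fold changes of -3.55 (standard error 0.18, adjusted p = 4.59e-09 from edgeR with Benjamini-Hochberg adjustment) and -3.93 (standard error 0.18, adjusted p = 1.91e-09 from the same test), which leave 8.53% and 6.58% of the *Rpl3l*+/+ level. In Ribo-seq, isoform 1 fell from 146 ± 4.39 CPM to 9.45 ± 2.63 and isoform 2 from 271 ± 7.61 to 10.9 ± 3.38 (SD, n = 4 each), with log2 fold changes of -3.98 (standard error 0.16) and -4.67 (standard error 0.16). The adjusted p-values were 1.08e-09 and 2.36e-10 (edgeR), and 6.35% and 3.92% of the level remained. The *Rpl3l*-/- values of isoform 2 rest on 14 to 23 Ribo-seq counts per heart. Isoform 1 was at 5.54 CPM in *Rpl3l*-/- replicate 2 and between 10.3 and 11.1 in the other *Rpl3l*-/- hearts. Cultured C2C12 myoblasts with an empty vector, whose *Rpl3l* RNA-seq level was 0.36 CPM, gave 6.45 Ribo-seq CPM on isoform 2. The log2 fold change in TE was -0.43 for isoform 1 (standard error 0.27, adjusted p = 0.833 from edgeR's interaction test) and -0.75 for isoform 2 (standard error 0.27, unadjusted p = 0.0119, adjusted p = 0.652). It depended on the *Rpl3l*-/- libraries numbered 2, without which it was -0.032 for isoform 1 and -0.335 for isoform 2. Among the 15394 transcripts tested in RNA-seq, the adjusted p-values of 2 were under 0.05, and these were both *Rpl3l* isoforms. The unadjusted p-value was under 0.05 for 354. Under DESeq2 the number past the threshold was 11.

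**Figure D1:**
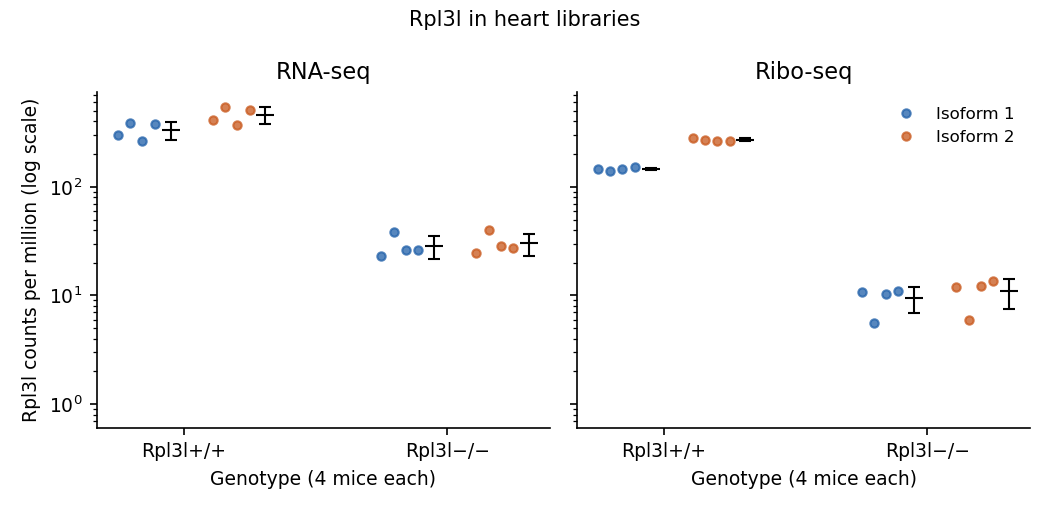
RNA-seq and Ribo-seq levels of both *Rpl3l* isoforms in the heart, in TMM-normalized CPM on a log axis. Each point is 1 mouse, and the bars give the mean ± SD of 4 mice per genotype. All 4 *Rpl3l*-/- mice lie below all 4 *Rpl3l*+/+ mice in both assays.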

Although the number of ribosome footprints derived from *Rpl3l* transcripts was reduced, the corresponding RNA abundance was also reduced by almost the same extent, with TE thus remaining unchanged (Fig. 3b).

**Fig. 3:**
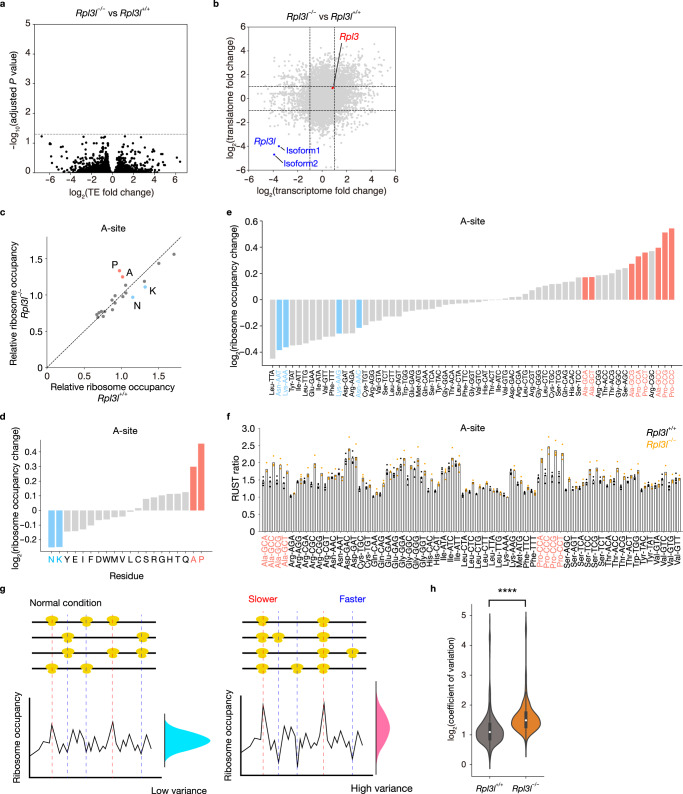
Altered elongation dynamics in the RPL3L-ribosome–deficient heart. **a** Volcano plot for differential TE as determined by Ribo-seq and RNA-seq analysis (*n* = 4 mice). The change in TE for each transcript in the heart of *Rpl3l*^−/−^mice at 10 weeks of age relative to that for *Rpl3l*^+/+^ mice was analyzed with RiboDiff. *P* values were calculated by chi-square test and adjusted by Benjamini-Hochberg method for multiple comparisons. The gray dashed line indicates an adjusted *P* value of 0.05. **b** Fold change in the number of RNA-seq reads (transcriptome) and Ribo-seq footprint reads (translatome) for the *Rpl3l*^−/−^ heart compared with the control heart (*n* = 4 mice). The gray dashed lines indicate a log_2_(fold change) of ±1. *Rpl3l* isoform1: ENSMUST00000045186.10. *Rpl3l* isoform2: ENSMUST00000170239.8. **c** Relative ribosome occupancy at A-site codons in the heart of *Rpl3l*^+/+^ and *Rpl3l*^−/−^ mice (*n* = 4 mice). Data were aggregated according to all codons for each amino acid. **d**–**f** Ribosome occupancy changes at A-site codons for each amino acid residue or codon, as well as RUST ratio values at A-site codons, in the heart of *Rpl3l*^−/−^ mice compared with that of control mice (*n* = 4 mice). **g** Schematic representation of the CV for ribosome occupancy at the A-site. A delay in translation elongation at a particular codon results in an increase in ribosome occupancy at the A-site, whereas an increase in elongation rate results in a decrease in ribosome occupancy at the A-site. Changes in elongation dynamics therefore lead to changes in the magnitude of the variance of ribosome occupancy, as indicated by the blue and red curves. **h** Violin plots for the CV of ribosome occupancy at the A-site in the heart of *Rpl3l*^+/+^ and *Rpl3l*^−/−^ mice (*n* = 4 mice). The inner boxes represent the median and upper and lower quartiles, and the whiskers represent the maximum and minimum values. ^****^P  <  0.001 (two-tailed Mann-Whitney *U* test). Source data are provided as a Source Data file.

Despite the lack of significant changes in TE, the RPL3L-ribosome–deficient heart showed delayed translational elongation at codons for Pro and Ala and a slightly increased rate of elongation at codons for Asn and Lys, as indicated by increased ribosomal occupancy for Pro and Ala codons at the A-site and by reduced ribosomal occupancy for Asn and Lys codons at this site, respectively (Fig. 3c, d). Ribosomal occupancy showed similar trends, but to a lesser extent, at the P- and E-sites (Supplementary Fig. 4c, d). At the A-site, ribosome occupancy was increased for all Pro and Ala codons and decreased for all Lys and Asn codons (Fig. 3e). Further analysis with the use of RUST, which reduces the impact of data heterogeneity by a simple normalization method^41^, confirmed an increase in ribosome occupancy at all Pro and Ala codons, but failed to show a decrease in ribosome occupancy at Lys and Asn codons (Fig. 3f), suggesting that the delayed translational elongation at Pro and Ala codons is a more robust abnormality in the RPL3L-deficient heart.

The rate of translation elongation is not constant even under normal translation conditions, with ribosomes undergoing local acceleration or deceleration to ensure proper translation. An abnormal delay in elongation results in a reduced level of protein synthesis and in ribosome collision, whereas an aberrantly increased rate of elongation prevents proper folding of the nascent protein and results in the formation of protein aggregates^29,42,43^. We next analyzed the coefficient of variation (CV) for ribosome occupancy to determine whether RPL3L deficiency affects overall translation elongation dynamics. An increased or decreased rate of translation elongation at certain positions would increase the CV of ribosome occupancy at the A-site (Fig. 3g). In contrast, the CV of ribosome occupancy was shown to be decreased in the cerebrum of FMR1-null mice as a result of a widespread reduction in translational pauses^44^. We observed a significant increase in the CV of ribosome occupancy at the A-site in association with the loss of RPL3L in the heart (Fig. 3h), indicating that RPL3L-ribosomes affect translation elongation dynamics.

### Negative correlation of changes in ribosome occupancy induced by loss or overexpression of RPL3L

To further validate the contribution of RPL3L to translation elongation dynamics, we infected mouse C2C12 myoblasts with a retrovirus encoding mouse RPL3 or RPL3L (RPL3 OE and RPL3L OE cells, respectively). *Rpl3l* mRNA was virtually undetectable in C2C12 cells, and overexpression of RPL3L resulted in downregulation of *Rpl3* mRNA (Fig. 4a), an effect opposite to the upregulation apparent in the RPL3L-deficient heart (Fig. 2b). With the use of a primer set targeting the 3’UTR of *Rpl3* mRNA, we found that the abundance of endogenous *Rpl3* mRNA was also reduced by overexpression of RPL3 (Fig. 4a). In addition, a luciferase reporter assay revealed that *Rpl3* promoter activity was suppressed to similar extents in both RPL3 OE and RPL3L OE cells (Supplementary Fig. 5a). These results indicated that RPL3L suppresses the expression level of *Rpl3* mRNA, but that this activity is identical for RPL3L and RPL3.

**Fig. 4:**
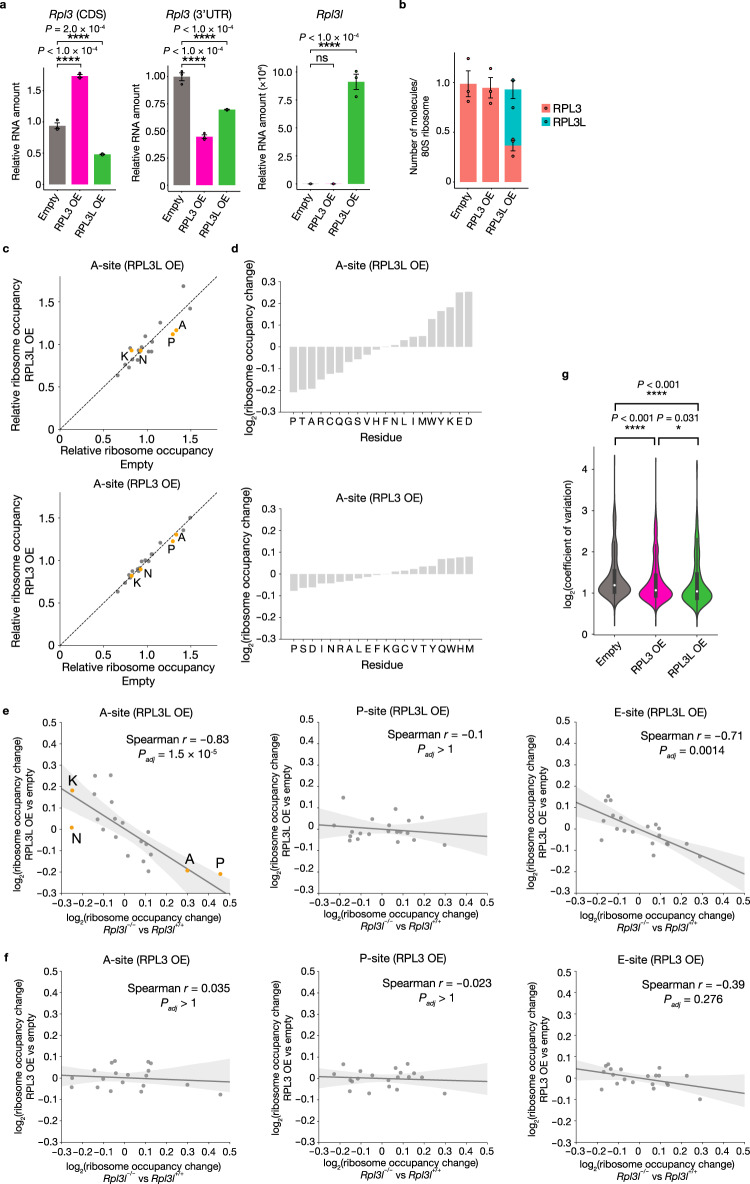
Negative correlation of translation elongation dynamics between conditions of RPL3L overexpression or loss. **a** RT-qPCR analysis of *Rpl3* and *Rpl3l* mRNA abundance in C2C12 cells stably expressing RPL3 (RPL3 OE) or RPL3L (RPL3L OE) or in those infected with the corresponding empty retrovirus (*n* = 3 biologically independent samples). *Rpl3* transcripts were measured with primers targeting the coding sequence (CDS) or 3’UTR. Data are means ± s.d. **b** Number of RPL3 or RPL3L molecules per 80S ribosome as determined by MRM analysis of the polysome fraction from RPL3 OE or RPL3L OE cells (*n* = 3 biologically independent samples). Data are means±s.d. **c** Relative ribosome occupancy at A-site codons in RPL3L OE and RPL3 OE cells. Data were aggregated according to all codons for each amino acid (*n* = 3 biologically independent samples). **d** Ribosome occupancy changes at A-site codons for each amino acid residue in RPL3L OE or RPL3 OE cells compared with control cells (*n* = 3 biologically independent samples). **e**, **f** Correlation of fold change in ribosome occupancy at A-, P-, and E-site codons for RPL3L OE or RPL3 OE cells (relative to control cells) (*n* = 3 biologically independent samples) with that for the heart of *Rpl3l*^−/−^ mice (relative to that of control mice) (*n* = 4 mice). Spearman’s correlation coefficient (*r*) with associated *P* value (two-sided) is indicated for each comparison. Adjusted *P* values were calculated by the Bonferroni method for multiple comparisons. Gray bands indicate 95% confidence intervals. **g** Violin plots for the CV of ribosome occupancy at the A-site in RPL3L OE, RPL3 OE, and control cells (*n* = 3 biologically independent samples). The inner boxes represent the median and upper and lower quartiles, and the whiskers represent the maximum and minimum values. ^*^P  <  0.05, ^****^P < 0.001, ns (two-tailed Dunnett’s test (**a**) or Steel-Dwass test (**g**)). Source data are provided as a Source Data file.

MRM analysis revealed that RPL3L-ribosomes and RPL3-containing canonical ribosomes were present at a ratio of ~3:2 in RPL3L OE cells (Fig. 4b). Ribo-seq analysis of these infected cells revealed marked changes in TE for many transcripts in RPL3L OE cells, whereas the changes were much less pronounced in RPL3 OE cells (Supplementary Fig. 5b and Supplementary Data 3). 

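C2C12 is a line of mouse myoblasts, the precursors of skeletal muscle cells. RNA-seq and Ribo-seq counts per transcript were re-analysed for 3 cultures each of cells infected with a retrovirus for RPL3L (RPL3L OE), for RPL3 (RPL3 OE) or with the empty vector (control). The authors' read processing and the transcripts covered were those of the heart libraries. RNA-seq counts ranged from 14324795 to 29746110 per control culture (median 15742861), from 7647102 to 11669868 per RPL3 OE culture (median 8542738) and from 8091836 to 9715596 per RPL3L OE culture (median 8725989). Ribo-seq counts ranged from 3167026 to 4228211 (median 3228059), from 3528147 to 5974289 (median 4559826) and from 4957113 to 6093268 (median 5402222), respectively. All C2C12 libraries entered a single model, so that the groups share an estimate of the spread, and the contrasts compared each overexpression with control and the overexpressions with each other. In simulated counts with a log2 fold change of 1.5, the interaction test recovered 94.9% of 198 changed transcripts and the RNA-seq test 99.5% of 200. The RNA-seq level of *Rpl3l* isoform 2 was 2017 ± 29.1 CPM (SD, n = 3) in RPL3L OE cells and 0.4 ± 0.37 in RPL3 OE cells. Its Ribo-seq level was 1251 ± 40.6 and 4.94 ± 1.34, respectively. The amount of *Rpl3* mRNA is not analysed here.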

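Of the 13457 transcripts tested, 281 (of 140 genes) differed in TE between RPL3L OE and control cells with an adjusted p-value under 0.05, 54.4% of them higher and 128 lower in RPL3L OE cells. Between RPL3 OE and control cells 7 transcripts (of 5 genes) differed, of which 0 were higher. At an unadjusted p-value under 0.05 the counts were 2057 and 1055. Compared directly, RPL3L OE and RPL3 OE cells differed in the TE of 41 transcripts (of 17 genes), 19 higher and 22 lower in RPL3L OE cells. Most changes were small, with a median absolute log2 fold change of 0.34 among the 281 transcripts and 16 that changed at least 2-fold. The largest increases in RPL3L OE over control cells were those of *Zfp932* (log2 fold change 2.12, standard error 0.55), *Tmem192* (1.49, standard error 0.37) and *Cacna1a* (1.31, standard error 0.36), with adjusted p-values of 0.0251, 0.0192 and 0.0347 (edgeR). The largest decreases were those of *Rpl3l* itself (-4.98, standard error 0.35), *Xkr6* (-2.17, standard error 0.49) and *Mthfd2l* (-1.34, standard error 0.38), with adjusted p-values of 4.86e-17, 0.00958 and 0.0437 (edgeR). The value of *Rpl3l* is set against 5 to 9 RNA-seq counts per control culture. In RPL3 OE cells the TE of *Myl9* (-0.45), *S100a4* (-0.42) and *S100a6* (-0.38) fell most, each with an adjusted p-value of 0.0139 (edgeR). RPL3L OE exceeded RPL3 OE cells most for *Actr3b* (1.52), *Polr1d* (0.72) and *Rnf14* (0.48) and fell below them most for *Rpl3l* (-4.28), *Agap1* (-0.65) and *P4ha2* (-0.55). Among the transcripts named here other than *Rpl3l*, only the call of *Agap1* was made in all 9 fits that each left out 1 replicate. There its log2 fold change stayed between -0.69 and -0.60. Calls of transcripts not named here were not followed one by one. The calls of *Zfp932* and *Tmem192* were lost, among others, without control replicate 1, with log2 fold changes of 1.55 and 0.94, and those of *Cacna1a*, *Xkr6* and *Mthfd2l* without RPL3L OE replicate 2, with 0.95, -1.84 and -1.23. The count for RPL3L OE was lowest, 67, without RPL3L OE replicate 3. It was 97 without RPL3L OE replicate 2 and 138, 82 and 151 without control replicates 1, 2 and 3. That for RPL3 OE was 3 without control replicate 3, RPL3 OE replicate 1 or RPL3 OE replicate 2, and 73 without RPL3 OE replicate 3, a fit in which 279 transcripts differed between RPL3L OE and control cells. Among the other alternatives, 1 transcript per gene gave the fewest for RPL3L OE (103, against 6 for RPL3 OE). With library totals in place of TMM, 409 transcripts passed for RPL3L OE, 301 of them higher, and 13 for RPL3 OE, 6 of them higher. Both comparisons use the same control cultures. Across 9997 transcripts with a mean count of at least 100, their log2 fold changes in TE correlated with a Pearson's r of 0.596. Between unchanged groups set against these controls in 20 simulations it had a median of 0.525 (0.51 to 0.548), and transcripts are not independent replicates. The direct comparison gave 8 transcripts (0 higher in RPL3L OE cells) without RPL3 OE replicate 2 and 9 (2 higher) without RPL3L OE replicate 3. It gave 26 (7 higher) without RPL3 OE replicate 1, and 62 without control replicate 2 (36 higher) or RPL3 OE replicate 3 (46 higher). The balance of directions in this comparison thus depended on single cultures. The paper states that TE changed for many transcripts in RPL3L OE cells and much less in RPL3 OE cells.

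**Figure D2:**
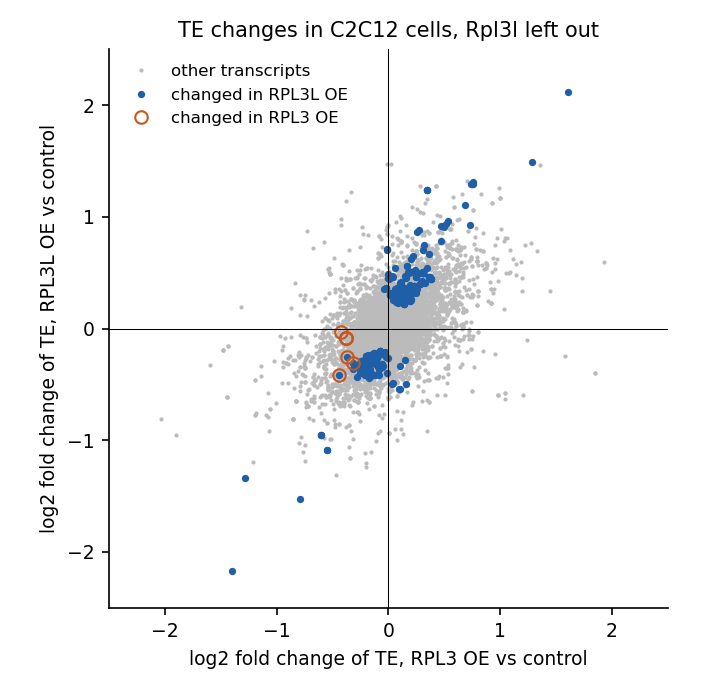
Log2 fold change in TE over control cells for RPL3 OE (horizontal axis) and RPL3L OE cells (vertical axis), 1 point per tested transcript, from 3 cultures per group. Blue points are the transcripts changed in RPL3L OE cells, red circles the 7 transcripts changed in RPL3 OE cells, and *Rpl3l* is left out. The red circles all lie below 0 on the horizontal axis.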

We also found that overexpression of RPL3L resulted in reduced ribosome occupancy for Pro and Ala codons and increased ribosome occupancy for Lys codons at the A-site (Fig. 4c, d, and Supplementary Fig. 5c), which are opposite changes to those apparent for the RPL3L-deficient heart (Fig. 3c, d). Again, the changes in ribosome occupancy induced by overexpression of RPL3 were much smaller than those resulting from overexpression of RPL3L (Fig. 4c, d, and Supplementary Fig. 5d). The changes in ribosome occupancy at the E- and P-sites were also small for both RPL3 OE and RPL3L OE cells (Supplementary Fig. 5e, f). Of note, the changes in ribosome occupancy at the A-site in RPL3L OE cells showed a marked negative correlation with those in the RPL3L-deficient heart, with no or a less pronounced negative correlation being apparent for the P- and E-sites, respectively (Fig. 4e). Furthermore, no correlation was detected for the changes in ribosome occupancy between RPL3 OE cells and the RPL3L-deficient heart at A-, P-, or E-sites (Fig. 4f). Although overexpression of RPL3 reduced the CV of ribosome occupancy at the A-site relative to that for control cells, overexpression of RPL3L led to a greater such reduction (Fig. 4g). These results thus further confirmed that RPL3L-ribosomes are required for regulation of translation elongation dynamics in the heart.

Whereas forced expression of RPL3L in C2C12 myogenic cells was previously shown to inhibit myoblast fusion and myotube growth^19^, our Ribo-seq analysis of C2C12 myoblasts was performed under the proliferative condition rather than the differentiation condition. 

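In RNA-seq, 3900 of 14432 tested transcripts differed between RPL3L OE and RPL3 OE cells with an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, 1870 transcripts of 796 genes were higher in RPL3L OE cells and 2030 transcripts of 872 genes were lower. The median absolute log2 fold change among them was 0.30, and 334 changed at least 2-fold. Against control cells, 1336 transcripts differed in RPL3L OE cells (823 without control replicate 3) and 2323 in RPL3 OE cells. Besides *Rpl3l* (log2 fold change 12.28, standard error 0.09), the largest increases from RPL3 OE to RPL3L OE cells were those of *Art3*, at least 9.41-fold, and *Cyp11a1* (3.62, standard error 0.40, adjusted p = 4.68e-11 from edgeR). The value of *Rpl3l* is set against 1 to 7 counts per RPL3 OE culture, with an SD of 0.9 on the log2 scale, so its exact size is uncertain. *Art3* had 26 to 30 counts per RPL3L OE culture and 0 to 2 per RPL3 OE culture. The largest decreases were those of *Crhr1*, at least 3.97-fold lower, *Kcnj15* (-2.52, standard error 0.47, adjusted p = 1.84e-05 from edgeR) and *Mblac1*, at least 3.63-fold lower, all from low counts (at most 28 per culture). *Kcnj15* was also higher in RPL3 OE than in control cells (log2 fold change 2.80), and *Cyp11a1* was lower (-3.64). Among the alternatives that keep 1 line per transcript, the count for RPL3L OE against RPL3 OE cells moved most with 1 transcript per gene, to 1614. It stayed between 2974 and 4006 in the fits that each left out 1 replicate.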

To examine further the effects of RPL3 or RPL3L overexpression under the proliferative condition, we performed gene ontology (GO) analysis of genes upregulated in RPL3L OE cells compared with RPL3 OE cells with the use of RNA-seq data. We found that genes for “regulation of muscle contraction” and “skeletal muscle contraction” were upregulated in RPL3L OE cells relative to RPL3 OE cells (Supplementary Fig. 6a), consistent with the echocardiography results obtained for the RPL3L-deficient heart (Fig. 2i). 

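A list of 30 genes of the contractile apparatus and excitation-contraction coupling of skeletal muscle was tested in the RNA-seq counts, with 1 transcript per gene. Of these, 15 have a line in the count table and 10 had a mean count of at least 10. The median log2 fold change of the 10 genes from RPL3 OE to RPL3L OE cells was 0.32, against -0.006 over all tested transcripts, and 7 of the 10 were higher in RPL3L OE cells. The two-sided p-value of the list was 0.0463 with camera, which compares a list with the other genes under a preset correlation of 0.01. Under fry, which tests the list on its own, p was 0.000281, whereas under camera with the correlation estimated from the data it was 0.0827. Over all genes tested, 4 of the 10 had an adjusted p-value under 0.05, and adjusted over the list alone 5 did. The gene added by the latter was *Stac3*, which was lower in RPL3L OE cells. *Tnnt3*, for a troponin T of fast skeletal muscle, rose most (log2 fold change 1.35, standard error 0.21, adjusted p = 3.31e-07 from edgeR). *Tnni2* (0.64, standard error 0.17), *Mylpf* (0.61, standard error 0.12) and *Tnnc1* (0.51, standard error 0.17) also rose, with adjusted p-values of 0.00184, 2.43e-05 and 0.0196 (edgeR). *Stac3* fell (-0.58, standard error 0.25, adjusted p = 0.0776 from edgeR), and *Myom2* (-0.23) and *Tnni1* (-0.23) were lower with adjusted p-values of 0.685 and 0.451 (edgeR). The expression of these genes was low, with at most 188 counts per culture. Settings under which the camera p-value rose above 0.05 include library totals in place of TMM (0.0598) and 4 of the fits that each left out 1 replicate, those without RPL3L OE replicate 1 (0.0677), RPL3L OE replicate 3 (0.0621), RPL3 OE replicate 1 (0.0714) and control replicate 2 (0.056). Without RPL3 OE replicate 3 the median was 0.21.

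**Figure D3:**
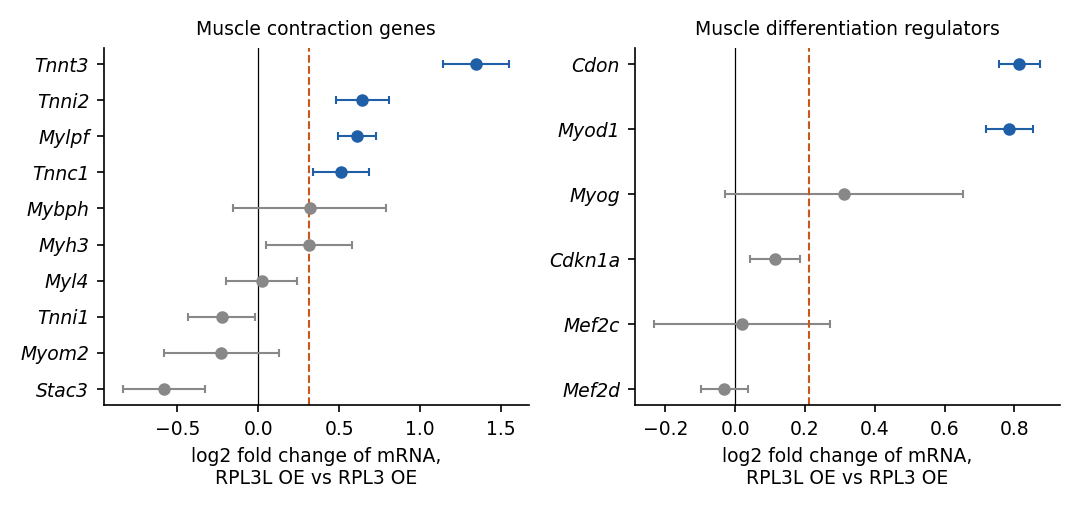
Log2 fold change of single genes from RPL3 OE to RPL3L OE cells in RNA-seq, with the standard error, for the 10 genes of muscle contraction and 6 regulators of muscle differentiation that could be tested, from 3 cultures per group. Blue marks an adjusted p-value under 0.05 and the dashed red lines the median of each list, 0.32 and 0.21.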

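A second list held 20 regulators of muscle differentiation, of which 8 have a line in the count table and 6 could be tested. Their median log2 fold change from RPL3 OE to RPL3L OE cells was 0.213, 5 of the 6 were higher in RPL3L OE cells, and the two-sided camera p-value was 0.0216. The difference held under fry (p = 0.0015) but not with the estimated correlation (p = 0.15). *Cdon*, for a cell surface receptor of myoblasts (log2 fold change 0.82, standard error 0.06, adjusted p = 1.43e-17 from edgeR), and *Myod1*, for a myogenic transcription factor (0.79, standard error 0.07, adjusted p = 5.8e-15), accounted for both calls, over all genes tested as well as adjusted over the list alone. *Myog* (0.31, standard error 0.34), *Cdkn1a* (0.11, standard error 0.07), *Mef2c* (0.02, standard error 0.25) and *Mef2d* (-0.03, standard error 0.07) did not change beyond their errors after adjustment, with adjusted p-values between 0.255 and 0.965 (edgeR). The median of the list ranged from 0.14 without RPL3 OE replicate 3 to 0.40 without RPL3 OE replicate 1. The list was written by hand and is not the gene ontology term.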

Of note, genes for “skeletal muscle cell differentiation” were also upregulated in RPL3L OE cells compared with RPL3 OE cells (Supplementary Fig. 6a), which appears inconsistent with the previous finding that overexpression of RPL3L in C2C12 myoblasts inhibited myoblast fusion and myotube growth^19^. Indeed, we observed significant attenuation of myoblast fusion and myotube growth in RPL3 OE cells compared with control cells, but not in RPL3L OE cells (Supplementary Fig. 6b, c). These results indicated that overexpression of RPL3, but not that of RPL3L, suppresses myoblast differentiation. Overall, our findings with C2C12 myoblasts further corroborated those with RPL3L-deficient mice.

### Reduced protein expression associated with aberrant translation elongation dynamics

Although elongation dynamics for the overall transcriptome were affected by the loss of RPL3L, the extent of the effect might vary among transcripts. We therefore analyzed further the fold change in ribosome occupancy at the A-site in the RPL3L-deficient heart. Ribosome occupancy for the 41 Pro codons in 28 genes and the 51 Ala codons in 20 genes was significantly increased compared with the control heart (Fig. 5a, Supplementary Fig. 7, and Supplementary Data 4). Metagene plot analysis of the Ribo-seq data confirmed the accumulation of footprint reads around Pro and Ala codons for genes with significantly increased ribosome occupancy at the A-site for such codons (Fig. 5b).

**Fig. 5:**
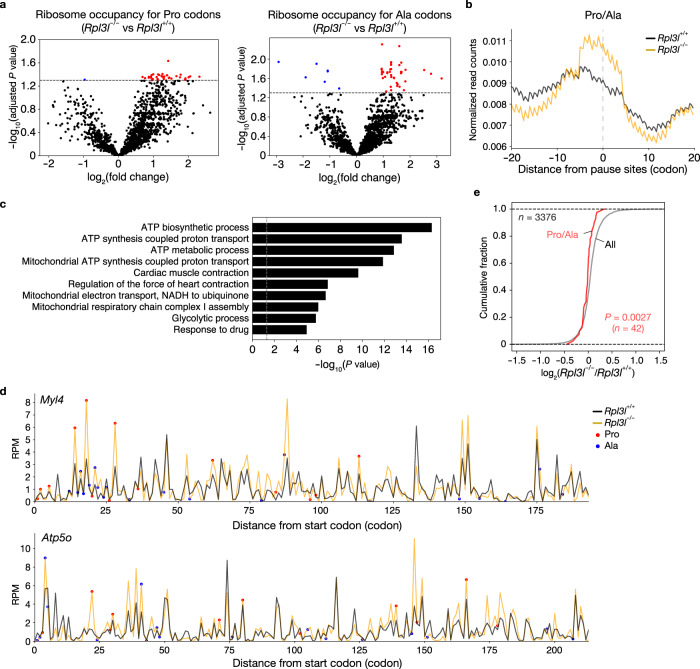
Decreased protein expression associated with aberrant translation elongation dynamics in the RPL3L-ribosome–deficient heart. **a** Volcano plots of differential ribosome occupancy for Pro and Ala codons in the heart of *Rpl3l*^−/−^ mice compared with that of control mice (*n* = 4 mice). *P* values were calculated by two-sided Student’s *t* test and adjusted by Benjamini-Hochberg method for multiple comparisons, and the gray dashed lines indicate an adjusted *P* value of 0.05. **b** Metagene plots for the regions surrounding Pro/Ala sites with altered elongation dynamics for footprints of Ribo-seq analysis performed with the heart of *Rpl3l*^+/+^ or *Rpl3l*^−/−^ mice (*n* = 4 mice). The average of replicates is shown. **c** GO analysis of genes with significantly altered elongation dynamics at Pro or Ala codons. *P* values were calculated as EASE scores, modified Fisher’s exact *P* values. The 10 GO terms with the smallest *P* values are listed. **d** Distribution of ribosome footprint occupancy at the A-site along the coding regions of *Myl4* and *Atp5o* mRNAs in the heart of *Rpl3l*^+/+^ and *Rpl3l*^−/−^ mice (*n* = 4 mice). The average of four replicates is shown. RPM, reads per million reads. **e** Cumulative fraction for fold change in protein expression in the heart of *Rpl3l*^−/−^ mice compared with that of control mice (*n* = 4 mice). The expression level of proteins was analyzed by DIA-based MS, and the results are shown for all proteins (*n* = 3376) and for those encoded by the genes with differential ribosome occupancy at Pro or Ala codons. The *P* value was calculated by the two-tailed Mann-Whitney *U* test. Source data are provided as a Source Data file.

To clarify the function of such genes, we performed GO terminology analysis, which revealed enrichment of terms related to cardiac muscle contraction and mitochondrial ATP synthesis (Fig. 5c). For example, both *Myl4* (which encodes a myosin light chain) and *Atp5o* (which encodes a subunit of the mitochondrial F_1_ complex for ATP synthesis) showed altered translation elongation dynamics in response to the loss of RPL3L (Fig. 5d). We therefore performed quantitative proteomics analysis by MS with data-independent acquisition (DIA) to investigate whether the abnormal elongation dynamics for the identified genes affected the abundance of the corresponding proteins. The RPL3L-deficient heart showed reduced protein levels for genes with delayed translation elongation at Pro/Ala codons (Fig. 5e and Supplementary Data 5). These results suggested that certain genes are susceptible to regulation of translational dynamics by RPL3L-ribosomes and that the encoded proteins are more efficiently produced by such ribosomes.

### Abundance and charge status of tRNAs and m6A status of mRNAs in the RPL3L-deficient heart

Given that tRNA status is also a key determinant of translation elongation, we next analyzed the abundance and aminoacylation status of tRNAs by Charged DM-tRNA-seq^45^. We detected a decrease in the amount of tRNA-Pro-CGG and an increase in that of tRNA-Pro-TGG, whereas the amounts of other tRNAs remained unchanged, in the RPL3L-deficient heart compared with the control heart (Fig. 6a, b, and Supplementary Data 6). The rate of aminoacylation of all tRNAs, as well as the protein levels of aminoacyl-tRNA synthetases, were not altered in the RPL3L-deficient heart (Fig. 6c, d, and Supplementary Data 6). These results suggested that the delay in translation elongation at the CCG codon induced by the loss of RPL3L was attributable in part to a decrease in the abundance of tRNA-Pro-CGG, whereas the delay at other Pro and Ala codons was independent of the amount or aminoacylation status of tRNAs.

**Fig. 6:**
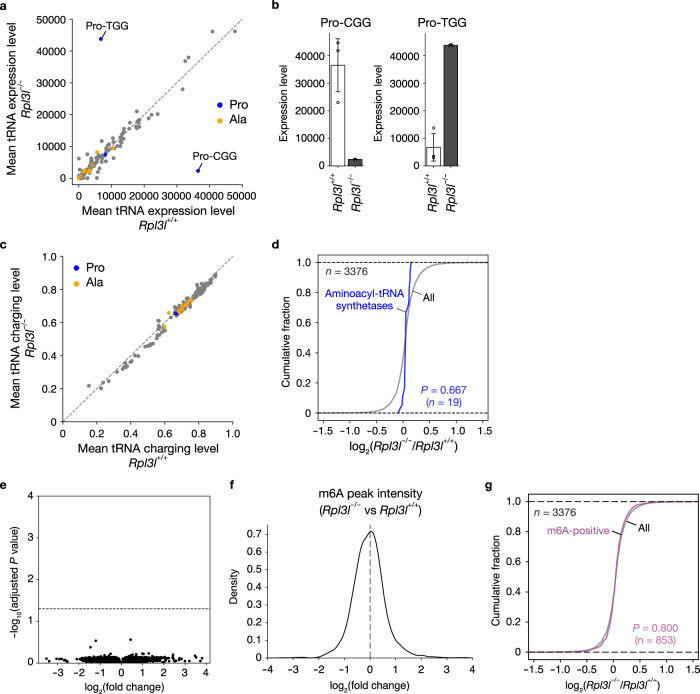
Abundance and aminoacylation status of tRNAs and m6A status of mRNAs in the heart lacking RPL3L. **a**–**c** Mean tRNA abundance, abundance of tRNA-Pro-CGG and tRNA-Pro-TGG, and mean tRNA charging level as determined by Charged DM-tRNA-seq in the heart of *Rpl3l*^+/+^ and *Rpl3l*^−/−^ mice (*n* = 3 mice). Data in **b** are means ± s.d. **d** Cumulative fraction for fold change in protein expression as determined by DIA-based MS in the heart of *Rpl3l*^−/−^ mice compared with that of control mice (*n* = 4 mice). The results are shown for all proteins and aminoacyl-tRNA synthetases. The *P* value was calculated with the two-tailed Mann-Whitney *U* test. **e** Volcano plot of differential m6A peak levels as determined by m6A-seq in the heart of *Rpl3l*^−/−^ mice compared with that of control mice (*n* = 3 mice). *P* values were calculated by two-sided Student’s *t* test and adjusted by Benjamini-Hochberg method for multiple comparisons, and the gray dashed line indicates an adjusted *P* value of 0.05. **f** Histogram for fold change in m6A peak intensity in the heart of *Rpl3l*^−/−^ mice compared with that of control mice (*n* = 3 mice). The black dotted line corresponds to a fold change of 1. **g** Cumulative fraction for fold change in protein expression as determined by DIA-based MS in the heart of *Rpl3l*^−/−^ mice compared with that of control mice (*n* = 4 mice). Results are shown for all proteins and for those encoded by genes with m6A peaks. The *P* value was calculated with the two-tailed Mann-Whitney *U* test. Source data are provided as a Source Data file.

Given that N6-methyladenosine (m6A) modification in the coding region alters the secondary structure of certain mRNAs and reduces ribosomal pausing^46^, we also performed m6A-seq for the RPL3L-deficient and control heart. 

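In m6A-seq, RNA fragments are enriched with an antibody to m6A and sequenced, and enriched regions are called as peaks. Libraries from the hearts of 3 *Rpl3l*+/+ and 3 *Rpl3l*-/- mice were re-analysed from the authors' table of read counts per peak. The authors trimmed adaptors, filtered for quality, removed rRNA reads and mapped the rest as for Ribo-seq, called peaks with HOMER findPeaks and counted reads with bedtools over the peaks on coding regions that were common to the 3 replicates of each genotype. The table lists 3181 peaks between 10 and 104 bases wide (median 38) with the count and the TPM value of each library. In it, 1121 peaks lie in genes on the plus strand and 1997 in genes on the minus strand of GRCm38. The counts over peaks summed to between 205499 and 660116 per *Rpl3l*+/+ heart (median 258093) and between 335725 and 411388 per *Rpl3l*-/- heart (median 351313). They cover only the peaks and are not the depth of the libraries. Peak counts were compared between genotypes with edgeR as above, over peaks with a mean count of at least 10, without any library of RNA that was not enriched. The test recovered 68.3% of 180 simulated peaks with a log2 fold change of 1.5 and 19.7% of 183 with a log2 fold change of 1. At a log2 fold change of 0.5 it recovered 0 of 190, so that such changes of single peaks were not detectable with these counts and 3 mice per genotype.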

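Among the 2338 m6A peaks tested, 0 had an adjusted p-value under 0.05 and 220 had an unadjusted p-value under 0.05, the smallest adjusted p-value being 0.515 (edgeR with Benjamini-Hochberg adjustment). The median log2 fold change of the peaks from the *Rpl3l*+/+ to the *Rpl3l*-/- heart was -0.024, with an SD of 0.52 across peaks. Among the peaks with the smallest p-values was one in *Ttn* (chromosome 2 from 76952994 to 76953041; log2 fold change 1.10, standard error 0.25), with 44 to 140 counts per *Rpl3l*+/+ heart and 137 to 193 per *Rpl3l*-/- heart. With each replicate left out in turn, its log2 fold change stayed between 0.95 and 1.23, and in each of these fits 0 peaks passed the threshold. Library totals in place of TMM moved the median most, to -0.106. A separate test compared the change of each peak with that of its mRNA, since a peak count also depends on the abundance of the transcript. Across the 515 genes with both values, Pearson's r was 0.035 (permutation p = 0.4) and Spearman's rho -0.016 (permutation p = 0.7, both two-sided), although genes are not independent replicates.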

No significant change in the ratio of m6A for all transcripts (Fig. 6e, f, and Supplementary Data 7) or in the abundance of proteins encoded by m6A-positive mRNAs (Fig. 6g) was apparent for the RPL3L-deficient heart compared with the control heart, suggesting that m6A status is not likely a major determinant of the altered translation dynamics induced by the loss of RPL3L in the heart.

### RPL3L-ribosomes are less prone to collisions

Prolonged translational pausing gives rise to ribosome collision and the accumulation of truncated nascent proteins, which are toxic and therefore degraded by the ribosome-associated quality control (RQC) pathway^47,48^. The collision of stalled ribosomes with subsequent ribosomes results in the formation of diribosomes (disomes), which are recognized by the RQC pathway, resulting in their dissociation and degradation of the truncated nascent proteins. 

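Disome-seq sequences the longer mRNA fragments that a pair of adjoining ribosomes protects from RNase. For 4 *Rpl3l*+/+ and 4 *Rpl3l*-/- hearts the authors deposited disome counts per transcript in 2 columns for each replicate number, made with the same alignment, removal of duplicates and counting as for Ribo-seq. The paper's text does not explain the second number in the labels. Since the paper gives 4 mice per genotype, the 2 columns were taken as runs of a mouse, and their counts were summed and used as 1 replicate. Between the runs of a mouse, the chi-square per degree of freedom lay between 0.671 and 2.31 except in *Rpl3l*+/+ replicate 1, where it was 11.7. Pairs of libraries from different mice of a genotype gave values from 1.31 to 14.3, so that the columns of *Rpl3l*+/+ replicate 1 differed as much as some mice did, and that they are runs of a mouse is not certain. The summed counts on transcripts were 149783, 42785, 109236 and 40786 in *Rpl3l*+/+ replicates 1 to 4 and 175747, 96233, 48180 and 39016 in *Rpl3l*-/- replicates 1 to 4. Because of this low depth, only the 1365 transcripts with a mean count of at least 10 were tested between genotypes. In simulated counts 73.5% of 170 transcripts with a log2 fold change of 1.5 were recovered. The counts refer to whole transcripts, and the positions of disome peaks are taken from the paper.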

Given that loss of RPL3L was found to affect translation elongation dynamics, we next evaluated collisions of RPL3L-ribosomes by disome profiling (Disome-seq) of the RPL3L-deficient and control mouse heart^49,50^. A total of 722 disome peaks was identified in the RPL3L-deficient and control heart, with most of these peaks (652 peaks) being commonly detected and 25 and 45 peaks detected specifically in the control and RPL3L-deficient heart, respectively (Fig. 7a). Of the 92 Pro/Ala codons that showed delayed translation elongation in the RPL3L-deficient heart, 39 codons were associated with disome peaks (Fig. 7b).

**Fig. 7:**
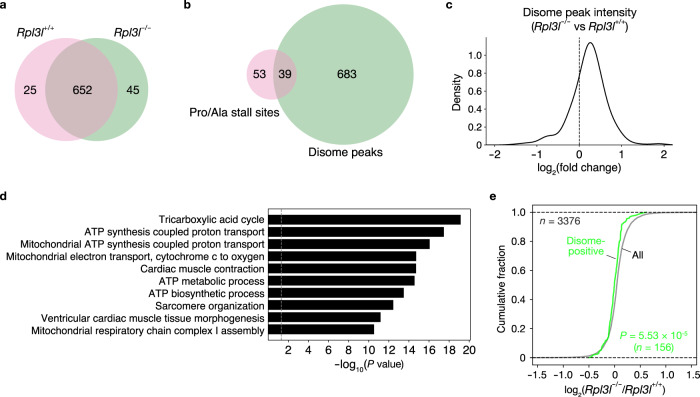
Increased ribosome collision in the RPL3L-deficient heart. **a**, **b** Venn diagrams for the number of disome peaks in the heart of *Rpl3l*^+/+^ or *Rpl3l*^−/−^ mice (*n* = 4 mice) (**a**) as well as for the number of Pro/Ala codons with significantly increased ribosome occupancy at the A-site in the heart of *Rpl3l*^−/−^ mice compared with that of control mice (**b**). **c** Histogram for fold change in disome peak intensity in the heart of *Rpl3l*^−/−^ mice compared with that of control mice (*n* = 4 mice). The black dotted line corresponds to a fold change of 1. **d** GO analysis of genes with disome peaks in the heart of *Rpl3l*^+/+^ or *Rpl3l*^−/−^ mice. *P* values were calculated as EASE scores, modified Fisher’s exact *P* values. The 10 GO terms with the smallest *P* values are listed. **e** Cumulative fraction for the fold change in protein expression in the heart of *Rpl3l*^−/−^ mice compared with that of control mice (*n* = 4 mice). The expression level of proteins was analyzed by DIA-based MS, and the results are shown for all proteins (*n* = 3376) and for those with disome peaks (*n* = 156) in **a**. The *P* value was calculated with the two-tailed Mann-Whitney *U* test. Source data are provided as a Source Data file.

Given the large number of disome peaks in addition to those associated with the 39 Pro/Ala codons (Fig. 7b), we next examined the contribution of RPL3L-ribosomes to overall collisions. 

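Supplementary Data 8 lists 722 disome peaks on 463 transcripts of 214 genes, and 212 of these transcripts, with 333 peaks, have a line in the count table. The counts of whole transcripts were compared, a test chosen after the counts had been seen. Transcripts with disome peaks held 41.4% ± 5.55 (SD, n = 4 mice) of the disome counts in the *Rpl3l*+/+ heart and 44.6% ± 1.57 (SD, n = 4) in the *Rpl3l*-/- heart. This difference was smaller than the spread between mice (two-sided exact permutation test, p = 0.371, where the smallest possible p is 0.0286). It rested largely on *Rpl3l*+/+ replicate 1, the mouse whose runs differed most, at 33.9%. The other *Rpl3l*+/+ mice lay between 40.7% and 46.5%. The 212 transcripts had a median log2 fold change in disome counts of 0.144, and 158 of them were higher in the *Rpl3l*-/- heart, against a median of -0.032 over all tested transcripts. The p-value of the list was 1.09e-05 with camera, 0.24 with the estimated correlation and 0.291 with fry, so that the difference held only under the preset correlation. Each transcript entered these tests, so reads shared by isoforms were counted more than once. Individual mice moved the median, to 0.073 without *Rpl3l*+/+ replicate 1, 0.257 without *Rpl3l*+/+ replicate 2 and 0.298 without *Rpl3l*+/+ replicate 3. Run 2 alone gave 0.071. Of single transcripts, 0 of 1365 had an adjusted p-value under 0.05 and 56 had an unadjusted p-value under 0.05. Adjusted over the list of 212 transcripts alone, 2 passed, both of them transcripts of *Scgb3a1*. Isoforms of a gene share reads, so these are not independent calls. Airway tissue in the dissected hearts is a candidate source of the counts of this gene. The smallest p-values were those of *Scgb3a1* (chromosome 11 from 49663610 to 49665118), with disome counts of 0 to 1 per *Rpl3l*+/+ and 0 to 110 per *Rpl3l*-/- heart, at least 7.17-fold higher, and *Cluh* (chromosome 11 from 74649515 to 74670847; log2 fold change 1.18, standard error 0.37, adjusted p = 0.934 from edgeR). *Scgb3a1* was also absent or nearly so in the RNA-seq libraries of some hearts of both genotypes. The count of transcripts past the threshold was highest, 3, without *Rpl3l*+/+ replicate 3 and with no filter beyond a total of at least 10 counts. The paper reads the disome footprints within peaks, and not whole transcripts.

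**Figure D4:**
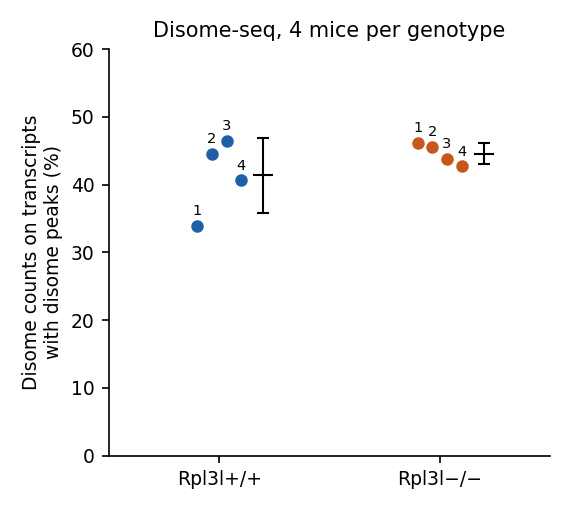
Percentage of the disome counts of each mouse that fall on the 212 transcripts with disome peaks. Points are mice, and the bars give the mean ± SD of 4 mice per genotype. The *Rpl3l*-/- mice lie between 42.8% and 46.2% and the *Rpl3l*+/+ mice between 33.9% and 46.5%.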

In the region of disome peaks, an increase in disome footprint reads was observed in association with the loss of RPL3L-ribosomes (Fig. 7c and Supplementary Data 8). GO term analysis revealed that the genes with the disome peaks also showed enrichment for terms related to mitochondrial ATP synthesis and cardiac muscle contraction (Fig. 7d). In addition, protein expression for such genes was reduced in the RPL3L-deficient heart compared with the control heart (Fig. 7e). These results indicated that RPL3L-ribosomes influence translation elongation dynamics not only at Pro/Ala codons but also at collision-prone sites in the heart.

### Decreased expression of proteins related to cardiac muscle contraction in the RPL3L-deficient heart

Given the defects in cardiac contractility in RPL3L-defiient mice (Fig. 2), we focused genes related to cardiac muscle contraction. The group of genes with the GO term “cardiac muscle contraction” (*n* = 46) was further explored together with those for the categories of “dilated cardiomyopathy (DCM)−related genes”^51^ (*n* = 33), “genes with differential ribosome occupancy at Pro/Ala codons in the heart of *Rpl3l*^+/+^ or *Rpl3l*^−/−^ mice (Pro/Ala)” (*n* = 44), and “genes with disome peaks in the heart of *Rpl3l*^+/+^ or *Rpl3l*^−/−^ mice (disome-positive)” (*n* = 198). A Venn diagram shows the overlap of these four groups of genes (Fig. 8a). About one-third of the genes in the “cardiac muscle contraction” group were included in the “disome-positive” group (*n* = 14), with these overlapping genes also including genes in the “Pro/Ala” group (*n* = 5). These 14 genes included those for cardiac α-actin (*ACTC1*) and cardiac myosins (*MYH6*, *MYH7*, *MYL2*, *MYL3*, and *MYL4*), which align to form sarcomeres; the tropomyosin α1 chain (*TPM1*); the three troponin subunits (*TNNC1*, *TNNI3*, and *TNNT2*); MYBPC3, a protein that binds to actin and myosin and enhances cardiac contractility^52^; TCAP, a protein that cross-links Titin, a filamentous protein with springlike properties in the I-band region, to the Z-disc^53^; CSRP3, a scaffold protein involved in multiple protein-protein interactions within the Z-disc^54^; and CASQ2, a calcium-binding protein that localizes to the sarcoplasmic reticulum to store calcium^55^. In addition, the overlap between DCM-related and disome-positive genes included *LDB3*, which encodes a PDZ-LIM domain–binding factor that provides structural stability to the Z-disc^56^. The cumulative fraction for the fold change in protein abundance in the *Rpl3l*^−/−^ mouse heart compared with the control mouse heart (Fig. 8b) revealed that the abundance of proteins encoded by these 15 genes (enclosed by the red boundaries in Fig. 8a, although only 12 of the proteins were detected by MS) was significantly (*P* = 3.03 × 10^−5^) reduced in the heart of *Rpl3l*^−/−^ mice relative to that of all proteins (*n* = 3376). These results suggested that downregulation of these gene products is likely responsible for the cardiac contraction defect in *Rpl3l*^−/−^ mice.

**Fig. 8:**
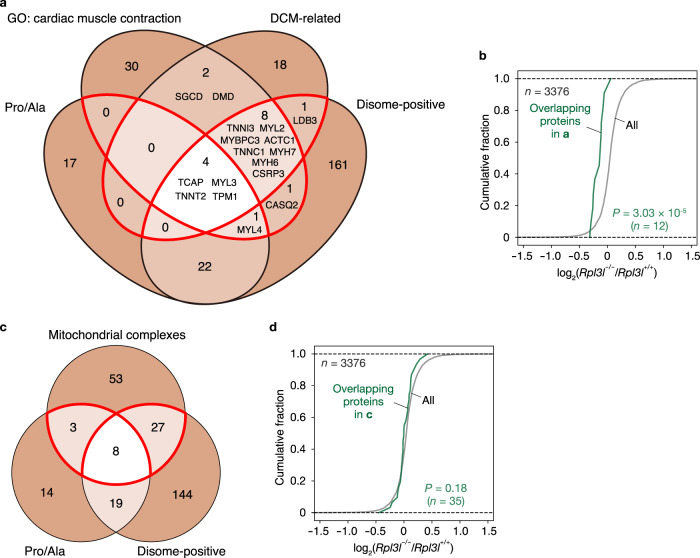
Loss of RPL3L attenuates the expression of proteins related to cardiac muscle contraction. **a** Venn diagram showing the number of genes related to cardiac muscle contraction or dilated cardiomyopathy (DCM) as well as of those with differential ribosome occupancy at Pro/Ala codons or with disome peaks in the heart of *Rpl3l*^+/+^ or *Rpl3l*^−/−^ mice (*n* = 4 mice). **b** Cumulative fraction for the fold change in protein expression in the heart of *Rpl3l*^−/−^ mice compared with that of control mice (*n* = 4 mice). The expression level of proteins was analyzed by DIA-based MS, and the results are shown for all proteins (*n* = 3376) and for those encoded by the overlapping genes enclosed by the red boundaries in **a** (*n* = 12). The *P* value was calculated with the two-tailed Mann-Whitney *U* test. **c** Venn diagram showing the number of genes for mitochondrial respiratory complex subunits encoded by the nuclear genome as well as of those with differential ribosome occupancy at Pro/Ala codons or with disome peaks in the heart of *Rpl3l*^+/+^ or *Rpl3l*^−/−^ mice (*n* = 4 mice). **d** Cumulative fraction for the fold change in protein expression in the heart of *Rpl3l*^−/−^ mice compared with that of control mice (*n* = 4 mice). The expression level of proteins was analyzed by DIA-based MS, and the results are shown for all proteins (*n* = 3376) and for those encoded by the overlapping genes enclosed by the red boundaries in **c** (*n* = 35). The *P* value was calculated with the two-tailed Mann-Whitney *U* test. Source data are provided as a Source Data file.

A similar analysis was performed for nuclear genes that encode components of the oxidative phosphorylation complexes in the inner mitochondrial membrane that are responsible for ATP production (*n* = 91). The protein subunits of these complexes are encoded by the nuclear and mitochondrial genomes, with the corresponding transcripts being translated by cytoplasmic ribosomes (including RPL3L-ribosomes) and mitochondrial ribosomes, respectively. Many of these genes in the nuclear genome were also associated with delayed translation elongation at Pro/Ala codons or disome peaks (Fig. 8c). Although the encoded proteins did not show a significant decrease in expression in the RPL3L-deficient heart relative to all proteins, they showed a slightly decreased abundance (Fig. 8d).

Collectively, these results suggested that a reduced abundance of proteins related to cardiac muscle contraction, rather than of proteins in the mitochondrial respiratory chain, is likely responsible for the impaired cardiac contractility observed in RPL3L-deficient mice.

## Discussion

We have here characterized the function of RPL3L, a striated muscle−specific RP paralog whose overall structure is similar to that of the canonical, ubiquitously expressed RPL3. We now show that RPL3L-ribosomes contribute to the regulation of translation elongation dynamics, in particular at Ala/Pro codons and at collision-prone sites. RPL3L-ribosomes appear to influence translation of the overall transcriptome, but they especially affect that of transcripts of genes related to cardiac muscle contraction and dilated cardiomyopathy. These properties of RPL3L-ribosomes result in increased production of proteins from these transcripts and thereby play a key role in the regulation of cardiac function. Of note, although all analyses of the heart were performed with male mice, C2C12 myoblasts are derived from a female mouse, suggesting that the effect of RPL3L-ribosomes on translation elongation is independent of sex.

Recent studies have shown that protein quantity and quality are perturbed not only by defects in translation initiation, but also by aberrant dynamics of translation elongation^42^. For example, ribosome collisions have been found to increase with age and to contribute to age-associated proteostasis defects in *Caenorhabditis elegans* and *Saccharomyces cerevisiae*^57^. In addition, polyglutamine expansion in the protein huntingtin inhibits ribosomal translocation during translation elongation, leading to increased ribosome collisions and decreased protein synthesis^58^. Furthermore, RPL39L, which is specifically expressed in sperm, was recently shown to contribute to cell type‐specific regulation of translation elongation^59^. RPL39L is located in the exit tunnel for nascent proteins, and the exit tunnel of RPL39L-containing ribosomes differs from that of RPL39-containing ribosomes in both size and charge state. RPL39L-containing ribosomes influence the cotranslational folding of a subset of male germ cell‐specific proteins essential for spermatogenesis, and ablation of RPL39L resulted in increased protein aggregation associated with the abnormal folding of such proteins, rendering male mice infertile. These various observations indicate that translation elongation is key to maintenance of protein quantity and quality. The present study of RPL3L-ribosomes also shows the physiological importance of the regulation of translation elongation. However, given the importance of translation initiation to the global translation level, it is possible that the loss of RPL3L also affects translation initiation by some unknown mechanism, a possibility that needs to be examined in future studies.

The NH_2_-terminal extension, W finger, and basic thumb of RPL3 and RPL3L are located close to the A-tRNA binding pocket of the PTC. In *S. cerevisiae*, mutations in these regions of Rpl3 affect peptidyl transferase activity^27^. Crystallographic analysis has shown that the W255C mutation disrupts the 25S rRNA region comprising nucleotides A2872 to U2875, which forms the A-tRNA binding pocket of the PTC^26^. Whereas increased flexibility of this region conferred by this mutation would be expected to facilitate aminoacyl-tRNA entry into the PTC, it also reduces the precision of amino acid positioning at the A-site, resulting in a reduced efficiency of peptidyl transfer. In addition, His^243^ of Rpl3 is methylated by Hpm1 in *S. cerevisiae*, and loss of this methylation affects translation elongation and fidelity^60,61^. METTL18, an ortholog of Hpm1, methylates His^245^ (the equivalent residue of His^243^ in yeast Rpl3) of RPL3 in humans^28^. This methylation delays translation elongation at Tyr codons, with this delay being required for the proper folding of nascent proteins, and defective methylation results in an increased rate of elongation and in aggregation of Tyr-rich proteins^29^. Given that RPL3L differs from RPL3 at some amino acid positions near the A-tRNA binding pocket and that these amino acid differences are evolutionarily conserved among RPL3L proteins, the change in translation elongation dynamics induced by RPL3L loss may be attributable to structural differences around the A-tRNA binding pocket between RPL3L-ribosomes and canonical ribosomes. In addition, given the difference in elongation efficiency depending on the incorporated amino acid in the RPL3L-deficient heart, RPL3L may also affect the tunnel entrance for the nascent peptide. Further detailed biochemical and structural analyses are warranted to characterize the actual structure of RPL3L-ribosomes and to determine how such structural differences affect translation elongation dynamics.

A recent study of RPL3L-deficient mice by Milenkovic and coauthors have reported results that differ substantially from ours^20^. This previous study thus did not reveal impaired cardiac contractility in the mutant mice. We analyzed the echocardiographic profiles of 18 to 21-week-old mice as well as of 20 to 27-week-old mice in the case of the pressure overload experiments, whereas 8-week-old mice were subjected to such analysis in the previous study, suggesting that a difference in age may explain the difference in results. In addition, Grimes and coauthors have recently generated RPL3L-deficient mice and found that the heart of 18-month-old mutant mice is significantly smaller than that of controls without apparent defects in cardiac contraction^62^. The C57BL/6NTac substrain was used in the analysis by Grimes et al., whereas the C57BL/6 J substrain was applied in the analysis by Milenkovic et al. as well as by us, suggesting that this genetic difference may be responsible for the differences in cardiac phenotypes. Milenkovic et al. showed that loss of RPL3L increased ribosome-mitochondria interactions with elevated mitochondrial activity, but Grimes et al. failed to detect any defects in ribosome localization, ultrastructure, or mitochondrial function in the cardiac muscle of RPL3L-deficient mice.

Milenkovic and coauthors also performed Ribo-seq analysis for the heart of 8-week-old RPL3L-deficient mice without finding a difference in ribosome occupancy at the A-site, whereas we did find such a difference in the heart of RPL3L-deficient mice at 10 weeks of age. The age difference between the two studies in this case was negligible, leaving the reason for the difference in the results unclear. Although ribosomes are highly sensitive to stress during tissue extraction and high-quality data are required for ribosome occupancy analysis, our Ribo-seq data showed high 3-nt periodicity. Delayed translation elongation at Pro/Ala codons in the RPL3L-deficient heart was also reproducibly observed with both our algorithm and the RUST algorithm, and the translation dynamics in C2C12 cells stably expressing RPL3L were highly inversely correlated with those in the RPL3L-deficient heart, whereas no substantial change in ribosome occupancy at Pro/Ala codons was apparent in C2C12 cells overexpressing RPL3. Moreover, we detected reduced protein levels in the RPL3L-deficient heart for genes with delayed elongation at Pro/Ala codons and for genes prone to ribosome collisions. This consistency of our results is indicative of their reliability.

Although mutations in the *RPL3L* gene have been identified in patients with atrial fibrillation or pediatric dilated cardiomyopathy^21–25^, our analysis of RPL3L-deficient mice did not reveal such pronounced abnormalities even under the pressure overload condition, possibly because of other species differences or interactions with other genes. Elucidation of the specific functions of RPL3L-ribosomes may lead to the development of therapeutic interventions for such diseases.

## Methods

### Animals

All animal experiments were approved by the animal ethics committee of Kyushu University (A20-169-0, A21-271-0, and A22-013-0) and were conducted in compliance with the university guidelines and regulations for animal experimentation. For generation of *Rpl3*^–/–^ and *Rpl3l*^–/–^ mice, ribonucleoprotein was prepared by mixing the CRISPR RNA (crRNA) and transactivating crRNA (tracrRNA) with recombinant Cas9 protein (Integrated DNA Technologies) (Supplementary Data 9). Mouse zygotes of the C57BL/6 J strain were subjected to electroporation with each ribonucleoprotein complex. All mice were housed in the specific pathogen-free animal facility at Kyushu University in accordance with institutional guidelines under the following conditions: ambient temperature of 22 °C, 50% to 60% humidity, 12 h-dark/12 h-light cycle, and free access to water and rodent chow CA-1 (CLEA Japan). Male mice were used for all experiments, given that male mice are commonly used for cardiac analysis. Mice were euthanized in a CO_2_ chamber for experiments.

### Cell lines and culture conditions

HEK293T (CRL-11268) and C2C12 (CRL-1772) cells were obtained from American Type Culture Collection and were checked for mycoplasma contamination with the use of MycoAlert (Lonza). The cells were cultured under an atmosphere of 5% CO_2_ at 37 °C in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (Life Technologies) and antibiotics.

### Retrovirus expression system

Mouse RPL3 and RPL3L cDNAs were subcloned into pCX4/puro (kindly provided by T. Akagi), and the resulting constructs together with pGP (Takara) and pE-eco (Takara) were introduced into HEK293T cells with the use of the FuGENE6 reagent (Roche). Culture supernatants containing recombinant ecotropic retroviruses were harvested and used to infect C2C12 cells by incubation for 24 h in the presence of polybrene (2 μg/ml). The cells were then subjected to selection for 48 h in medium containing puromycin (2.5 μg/ml) and were maintained at low confluence.

### RT-qPCR analysis

Total RNA was extracted from tissue or cell lysates with the use of a PureLink RNA Mini Kit (Thermo Fisher Scientific) and was subjected to RT with the use of a QuantiTect Reverse Transcription Kit (Qiagen). The resulting cDNA was subjected to real-time PCR analysis with specific primers (Supplementary Data 9) and with the use of Luna Universal qPCR Master Mix (New England BioLabs) and a StepOnePlus Real-Time system (Applied Biosystems). The amount of target mRNAs was normalized by that of β-actin mRNA.

### Luciferase reporter assay

A DNA sequence encoding the promoter region of mouse *Rpl3* (from the transcription start site to 1.2 kbp upstream) was cloned into the pGL2-basic vector (Promega), and the resulting construct together with pRL CMV (Promega) was introduced into C2C12 cells with the use of the FuGENE HD Transfection Reagent (Promega). After transfection for 2 days, luciferase activities were assayed with the use of a Dual-Luciferase Reporter Assay System (Promega) and Lumat LB 9510 Tube Luminometer (Berthold Technologies).

### Induction of myoblast differentiation into myotubes

C2C12 cells were transferred to 24-well plates and cultured in DMEM supplemented with 10% fetal bovine serum to full confluence. The medium was then replaced with DMEM supplemented with 2% horse serum, and the cells were cultured for 4 days to induce myoblast to myotube differentiation. The cells were fixed with 4% formalin, incubated for 1 h at room temperature with phosphate-buffered saline (PBS) containing 5% bovine serum albumin (BSA) and 0.2% Triton X-100, and then incubated overnight at 4 °C with a monoclonal antibody to myosin (skeletal, fast) (clone MY-32, M7246, Sigma, 1:250 dilution) in IF buffer (PBS containing 1% BSA and 0.3% Triton X-100). They were washed three times with PBS, incubated for 1 h at room temperature with Alexa Fluor 488–conjugated secondary antibodies (A-11029, Thermo Fisher Scientific, 1:1000 dilution) in IF buffer, and mounted with the use of Vectashield Hard Set Mounting Medium with DAPI (Vector Laboratories) for observation with a Zeiss LSM700 microscope. Quantification of myotube diameter and myogenic fusion was performed with the use of ImageJ. The fusion index was calculated as the number of nuclei in myosin-positive myotubes divided by the total number of nuclei.

### Histopathologic analysis

Tissue was fixed with 4% paraformaldehyde in PBS, embedded in paraffin, and sectioned with a cryostat at a thickness of 3 µm. For analysis of fibrosis, sections were subjected to Masson’s trichrome staining and examined with a BZ-X700 microscope (Keyence). For analysis of myofiber size, sections were stained with 5 µg/mL Alexa Fluor 488–conjugated WGA (Thermo Fisher Scientific), mounted with the use of Vectashield Hard Set Mounting Medium with DAPI (Vector Laboratories), and observed with a BZ-X700 microscope.

### Echocardiography

Mice at 18 to 21 weeks of age were subjected to light anesthesia with 1% to 2% isoflurane before echocardiography. For pressure overload experiments, Ang II (1.44 mg/kg per day, Sigma Aldrich) or saline was continuously infused into mice at 20 to 27 weeks of age with the use of a micro–osmotic pump (model 1007D, Alzet) for 1 week. Two-dimensional targeted M-mode images were obtained from the short-axis view at the papillary muscle level with a Vevo 2100 ultrasonography system (Visual Sonics). LVEF was calculated according to the formula: LVEF=[(diastolic LV volume – systolic LV volume)/diastolic LV volume] ×100, where LV volume=[7.0/(2.4 + LV diameter)] × (LV diameter)^3^. LVWT was calculated as the average of interventricular septum thickness and posterior wall thickness. E, A, the E/A ratio, and deceleration time (DcT) were determined by measurement of flow velocities across the mitral valve by pulsed Doppler imaging. Tissue Doppler was used to measure the mitral annular plane velocity (E’ and A’). After echocardiography, mice were euthanized and their tissues weighed.

### Measurement of blood pressure and heart rate

Blood pressure and heart rate were measured in mice with a noninvasive tail-cuff system (model MK-1030 NIBP Monitor for Rats & Mice) as previously described^63^.

### Structure prediction

Models of the human 80S ribosome (PDB ID: 6IP5) and A-tRNA (PDB ID: 4V5D) were obtained from the Protein Data Bank^34^. The RPL3-highlighted graphical representation (Fig. 1f) was produced with the use of UCSF ChimeraX software^64^. The predicted model of human RPL3L was obtained from the AlphaFold protein structure database (Identifier: AF-Q92910-F1) and was superimposed onto RPL3 in the 80S ribosome with the use of UCSF ChimeraX.

### Sample preparation for DIA and MRM analysis as well as for Ribo-seq and Disome-seq

C2C12 cells were lysed with a lysis buffer (50 mM Tris-HCl (pH 7.5), 150 mM NaCl, 5 mM MgCl_2_, 1 mM dithiothreitol, 1% Triton X-100, and EDTA-free protease inhibitor cocktail (Sigma Aldrich)) supplemented with cycloheximide (100 μg/ml). The heart of *Rpl3l*^–/–^ or *Rpl3l*^+/+^ mice at 10 weeks of age was flash frozen in liquid nitrogen and lysed in the same solution with the use of a Multi Beads Shocker device (Yasui Kikai). The cell and tissue lysates were centrifuged at 20,380 × *g* for 10 min at 4 °C, and the resulting supernatants were collected for DIA-based MS analysis as well as for Ribo-seq and Disome-seq, or were loaded on a 1 M sucrose cushion (containing 20 mM Tris-HCl (pH 7.5), 150 mM NaCl, 5 mM MgCl_2_, 1 mM dithiothreitol, and cycloheximide (100 μg/ml)) for preparation of a polysome fraction. The gradient was centrifuged at 100,000 rpm (417,200 × *g*) for 1 h at 4 °C in a Beckman TLA110 rotor, and the resulting pellet (polysome fraction) was suspended in Triton lysis buffer (50 mM Tris-HCl (pH 7.5), 150 mM NaCl, 0.5% Triton X-100, 4 mM sodium orthovanadate, 4 mM EDTA, 100 mM NaF, 100 mM sodium pyrophosphate, 1 mM phenylmethylsulfonyl fluoride) and subjected to MRM analysis.

### DIA analysis

Protein concentration of the lysate supernatants was adjusted to 1 mg/ml, and cysteine residues were reduced with 2.5 mM tris(2-carboxyethyl)phosphine hydrochloride (Thermo Fisher Scientific) for 30 min at 37 °C and alkylated with 5 mM 2-iodoacetamide (Sigma Aldrich) for 30 min at room temperature. Proteins were precipitated with acetone, dispersed by ultrasonic treatment in 25 mM triethylammonium bicarbonate, and digested with trypsin (Laurus Bio). The resulting peptides were purified with the use of an SDB-XC-StageTip (3 M), injected (200 ng/sample) into a pre-column (L-column2 micro, CERI), and fractionated on an in-house–fabricated 20 cm column packed with 2 µm octadecyl silane particles (CERI). Elution was performed with a linear gradient of 5% to 35% solvent B over 70 min at a flow rate of 200 nl/min (solvent A = 0.1% formic acid; solvent B = 0.1% formic acid and 99.9% acetonitrile) and with the use of a Dionex Ultimate 3000 HPLC System (Thermo Fisher Scientific). Eluted peptides were sprayed with a nano-electrospray source and with a column oven set at 42 °C (AMR). The Q Exactive Hybrid Quadrupole-Orbitrap mass spectrometer (Thermo Fisher Scientific) was operated in DIA mode. All data were acquired in profile mode with positive polarity. MS1 spectra were collected in the mass/charge (*m/z*) ratio range of 430 to 860 at a resolution of 35,000 with an automated gain control (AGC) target value of 1 × 10^6^ and a maximum injection time of 50 ms. MS2 spectra were collected in the *m/z* range of >200 at a resolution of 17,500 with an AGC target value of 1 × 10^6^ and with the automatic maximum ion injection time. Twenty-one DIA windows of 20 units were set from an *m/z* of 430 to 850 with an overlap of 1 unit. Normalized collision energy was set to 25%. All DIA raw data were processed with DIA-NN (version 1.8.1) in the library-free search mode with reference to mouse UniProt sequences with the addition of RPL3L (UniProt accession: E9PWZ3)^65^.

### MRM analysis

For production of internal standard peptides for MRM analysis, pENTR2B vectors (Thermo Fisher Scientific) containing target peptide sequences, which were concatenated into several synthetic artificial protein sequences, were produced by Eurofins Genomics (Supplementary Data 10) and were then subjected to recombination with the pET21b-QcodeAA-DEST vector with the use of Gateway LR Clonase II Enzyme Mix (Thermo Fisher Scientific). Recombinant proteins were expressed in an *Escherichia coli* expression strain that was auxotrophic for arginine and lysine and grown in the presence of [^13^C_6_/^15^N_4_]Arg and [^13^C_6_/^15^N_2_]Lys, and were subsequently purified with the use of Ni-resin (Probond, Invitrogen). The protein concentration of the samples and internal standard peptides was determined with the BCA assay (Bio-Rad). Cysteine residues were blocked by incubation of the samples with 2 mM tris(2-carboxyethyl)phosphine hydrochloride for 30 min at 37 °C and then alkylated with 10 mM 2-iodoacetamide for 30 min at room temperature. The samples were then digested with trypsin (Thermo Fisher Scientific) at 5 μg/ml for 14 h at 37 °C. MRM analysis was performed with a QTRAP5500 instrument (SCIEX) operated in positive-ion mode. Typical parameters were set as follows: spray voltage of 2300 V, curtain gas setting of 10, collision gas setting of high, ion source gas 1 setting of 30, and interface heater temperature of 160 °C. Collision energy (CE) was calculated with the following formulas: CE = (0.044 × *m/z*1) + 5.5 and CE = (0.051 × *m/z*1) + 0.5 for doubly and triply charged precursor ions, respectively, and where *m/z*1 is the mass/charge ratio for the precursor ion. The collision cell exit potential (CXP) was calculated according to the formula: CXP = (0.0391 × *m/z*2)– 2.2334, where *m/z*2 is the mass/charge ratio for the fragment ion. The declustering potential (DP) was set to 50, and the entrance potential (EP) was set to 10. Resolution for Q1 and Q3 was set to “unit” (half-maximal peak width of 0.7 Da). The scheduled MRM option was adopted for all data acquisition, with a target scan time of 6.7s and MRM detection windows of 300s for verification of MRM assays. Raw data were analyzed by iMPAQT-Quant with the corresponding spectral library. Peak groups were scored on the basis of cosine similarity with the MS/MS spectra obtained in data-dependent acquisition (DDA) mode, a peak coelution of at least three fragment ions for each peptide, the presence or absence of interfering ions, and intensity. Finally, all traces were manually checked to eliminate inadequate transitions. Artificial protein sequences and corresponding MRM assays are listed in Supplementary Data 11.

### Ribo-seq and Disome-seq

Cell and tissue lysate supernatants were assayed for RNA concentration with a Qubit RNA BR Assay Kit (Thermo Fisher Scientific), incubated with RNase I (20 U per 10 μg of RNA, Epicentre) for 45 min at 25 °C, and placed on ice before the addition of SUPERase•In RNase inhibitor (Invitrogen) to a concentration of 20 U/ml. The samples were then loaded on a 1 M sucrose cushion (containing 20 mM Tris-HCl (pH 7.5), 150 mM NaCl, 5 mM MgCl_2_, SUPERase•In (10 U/ml), 1 mM dithiothreitol, and cycloheximide (100 μg/ml)), and the gradients were centrifuged at 100,000 rpm (417,200 × *g*) for 1 h at 4 °C in a Beckman TLA110 rotor. The resulting pellets were suspended in ribosome splitting buffer (20 mM Tris-HCl (pH 7.5), 300 mM NaCl, 5 mM EDTA, SUPERase•In (10 U/ml), 1 mM dithiothreitol, 1% Triton X-100) and subjected to purification with the use of an Amicon Ultra filtration device (100-kDa cutoff, Millipore) to deplete rRNAs. The purified RNA was subjected to selection on the basis of a size range of 17 to 34 nt for Ribo-seq and 50 to 80 nt for Disome-seq by electrophoresis through a 15% polyacrylamide and Tris-borate-EDTA (TBE)–urea gel (SuperSep RNA, Fujifilm). The footprint fragments were treated with T4 polynucleotide kinase (New England BioLabs) to repair 2’−3’ cyclic phosphates, and a DNA linker including barcode sequences (NI-810 to NI-817) (Supplementary Data 9) was ligated with the use of T4 RNA ligase 2, truncated K227Q (New England BioLabs). The resulting products were purified on a 15% polyacrylamide and TBE-urea gel, and rRNAs were further depleted with the use of RiboZero Gold (Illumina). RT was performed with the NI-802 primer (Supplementary Data 9), and the resulting products were purified on a 15% polyacrylamide and TBE-urea gel. The purified cDNAs were circularized with circLigase II (Lucigen), and index sequences were then added by PCR amplification with the common primer NI-798 and primers including index sequences (NI-799 and NI-822 to NI-826).(Supplementary Data 9). Products of the desired size were purified on a 15% polyacrylamide nondenaturing gel (SuperSep DNA, Fujifilm), and the libraries were sequenced with a NovaSeq 6000 system (Illumina).

### RNA-seq

Total RNA was extracted from tissue or cell lysates with the use of a PureLink RNA Mini Kit (Thermo Fisher Scientific), and the quality of the purified RNA was assessed with a 2100 Bioanalyzer (Agilent). After mRNA selection with the use of a NEBNext Poly(A) mRNA Magnetic Isolation Module (New England BioLabs), libraries were prepared with the use of a NEBNext Ultra Directional RNA Library Prep Kit for Illumina (New England BioLabs). The cDNAs were sequenced with a NovaSeq 6000 system.

### Charged DM-tRNA-seq

Charged DM-tRNA-seq was performed as previously described^45^. Periodic oxidation of 10 μg of total RNA extracted from mouse heart was performed for 30 min at room temperature in a solution containing 100 mM acetic acid/sodium acetate buffer (pH 4.8) and 50 mM NaIO_4_. Glucose (1 M solution) was then added to a final concentration of 100 mM, the mixture was incubated for 5 min at room temperature, and RNA was purified with the use of a Micro Bio-Spin P-6 Column (Bio-Rad). The RNA was treated with 60 mM sodium borate (pH 9.5) for 90 min at 45 °C for deacylation and purified again with a Micro Bio-Spin P-6 Column. The purified RNA was selected according to size in the range of 70 to 90 nt by electrophoresis through a 15% polyacrylamide and TBE-urea gel, and then demethylated with the demethylase supplied with an rtStar tRNA-Optimized First-Strand cDNA Synthesis Kit (Filgen). The resulting sample was subjected to dephosphorylation, DNA linker ligation, and rRNA depletion with RiboZero Gold as described for the Ribo-seq protocol. RT was performed with the SI-019 primer, and the resulting products were purified on a 15% polyacrylamide and TBE-urea gel. The second linker (SI-018) was ligated by incubation overnight at 25 °C with T4 RNA Ligase 1 (ssRNA Ligase), High Concentration (New England BioLabs). The products were then amplified by PCR with the same primers as used for the Ribo-seq protocol, and those of the desired size were purified by electrophoresis through a 15% polyacrylamide nondenaturing gel. The libraries were sequenced with a NovaSeq 6000 system (Illumina).

### m6A-seq

m6A-seq libraries were prepared with the use of an EpiNext CUT&RUN RNA m6A-Seq Kit (EpiGentek). In brief, total RNA (5 µg) extracted from mouse heart was subjected to immunoprecipitation with the m6A antibody (P-9016, EpiGentek, 1:100 dilution) and cleaved on beads. The beads were then washed, RNA was purified from the beads and subjected to RT, and the resulting cDNA was amplified by PCR. The libraries were sequenced with a NovaSeq 6000 system (Illumina).

### Read processing and analysis for Ribo-seq and Disome-seq

Adaptor sequences were trimmed from raw reads with the use of cutadapt. Reads of low quality were discarded with the use of fastq_quality_trimmer and fastq_quality_filter of the FASTX-Toolkit. Ribosomal RNA reads were removed by alignment with mouse rRNA sequences with the use of STAR, and the remaining reads were aligned with the mouse transcriptome (GRCm38.p6) and mouse genome (mm10) also with the use of STAR. Multiple mappings were allowed. Aligned reads were sorted and indexed with the use of Samtools. UMI deduplication was performed with the use of UMI-tools. The A-site was defined as the position located 15 nt from the start of reads for 28- to 30-nt reads that showed 3-nt periodicity. Three-nucleotide periodicity was analyzed with RiboCode and RibORF, and footprints with a score of ≥0.5 were applied to the analysis. Although Ribo-seq libraries were prepared with footprints of 17 to 34 nt, given that footprints derived from ribosomes with open A-sites are 20 to 22 nt in length^66^, 20- to 22-nt footprints were excluded from the analysis because most of them failed to show 3-nt periodicity in the libraries generated in this study. Reads mapped to the mouse transcriptome were counted with the use of featureCounts (Subread package). The first and last five codons were excluded from the analysis to avoid the atypical footprint counts observed around start and stop codons^67,68^. Ribosome occupancy was calculated as the average of the normalized read counts (RPM) corresponding to the positions of the E-, P-, and A-sites, and was further corrected by the average of the total codon RPMs to obtain the relative ribosome occupancy. Codon-specific dwell times were also calculated with the use of RUST^41^.

### Read processing and analysis for charged DM-tRNA-seq

Adaptor sequences were trimmed from raw reads with the use of cutadapt. The remaining reads were aligned to the reference tRNA sequences obtained from GtRNAdb with the use of the python script “Reference Sequence Alignment.py,” and read count and aminoacylation ratios were determined with the use of the python script “creating output from sequence_alignments.py.” These python scripts were downloaded from https://github.com/Jessica-Pan/DM-tRNA-seq-ref-genomes.

### Read processing and analysis for m6A-seq

Adaptor trimming, quality filtering, depletion of rRNA reads, and read mapping were performed as described for Ribo-seq and Disome-seq. Multiple mappings were allowed. Peak calling was performed with the use of HOMER findPeaks. The number of reads was determined with the use of bedtools for the peak on the coding region commonly identified in three replicates for each of the *Rpl3l*^+/+^ and *Rpl3l*^–/–^ samples.

### scRNA-seq analysis

Analysis of published scRNA-seq data was performed with the use of the R package Seurat or Scanpy (v1.9.1). For analysis of scRNA-seq data from human heart, the processed R object file was downloaded from GSE183852. For analysis of scRNA-seq data from mouse heart, the gene expression matrix data were downloaded from Tabula Muris.

### Statistical analysis

DESeq2 was applied to analyze differential expression based on RNA-seq and Ribo-seq reads^69^, and the generalized linear model in RiboDiff was used to analyze differential TE^70^. GO analysis and EASE score calculation were performed by DAVID. Spearman’s correlation with associated *P* value was calculated in Python 3.6.8 with the use of Pandas (v0.25.3). Student’s *t* test and the Mann-Whitney *U* test were performed in Python 3.6.8 with the use of Scipy (v1.2.1). The Steel-Dwass test was performed in scikit-posthocs (v0.6.7). Welch’s *t* test was performed with the use of Microsoft Excel, and Dunnett’s test and the Tukey-Kramer test with JMP16. A *P* value of <0.05 was considered statistically significant. For extraction of differentially expressed genes, we used an adjusted *P* value (false discovery rate (FDR) *q* value) of <0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Supplementary Data 10

Supplementary Data 11

Supplementary Movie 1

Reporting Summary

## Data Availability

All sequence data have been deposited in GEO under the accession number GSE203072. The MS data have been deposited with the ProteomeXchange Consortium via the JPOST partner repository under the data set identifiers PXD034018 and PXD034019. Structural data for human 80S ribosome (PDB ID: 6IP5 and A-tRNA (PDB ID: 4V5D were obtained from the Protein Data Bank. The predicted model of human RPL3L was obtained from the AlphaFold protein structure database (Identifier: AF-Q92910-F1). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: RPL3L-containing ribosomes determine translation elongation dynamics required for cardiac function
**Source:** Nat Commun. 2023 Apr 20;14:2131. doi: 10.1038/s41467-023-37838-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Inventory of Additional Supplementary Files**

### **File name: Supplementary Data 1.**

Description: Echocardiographic profiles for the heart of *Rpl3l*<sup>+/+</sup> and *Rpl3l*<sup>-/-</sup> mice.

### **File name: Supplementary Data 2.**

Description: TE values for the heart of *Rpl3l*<sup>+/+</sup> and *Rpl3l*<sup>-/-</sup> mice.

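This table gives for each transcript the TE in the heart of each genotype, their log2 ratio and the p-value of RiboDiff, which fits a generalized linear model to RNA-seq and Ribo-seq counts together. It has 47285 rows in the paper, of which the first 1999 are used here. In the rows held, sorted by adjusted p-value, the paper's smallest adjusted p-value is 0.0595. The paper's log2 change in TE is 1.17 for the *Ccnd3* transcript named above, -1.52 for that of *B3galnt2* and -0.74 for *Rpl3l* isoform 2. Of the rows held, 1019 have a line in the count table, and 969 of the others belong to transcripts on the minus strand.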

### **File name: Supplementary Data 3.**

Description: TE values for RPL3 OE, RPL3L OE, and empty control C2C12 cells.

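This table holds a sheet for RPL3 OE and a sheet for RPL3L OE cells, each compared with control cells by RiboDiff. Each sheet has 47285 rows in the paper, of which 1999 are used here. By the paper's adjusted p-values, 31 transcripts passed 0.05 in RPL3 OE cells (12 higher and 19 lower) and 563 in RPL3L OE cells (322 higher and 241 lower). Of these, 15 and 313 have a line in the count table, to be set beside the 7 and 281 transcripts found with edgeR. The rows beyond those held have larger adjusted p-values.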

### **File name: Supplementary Data 4.**

Description: Fold change in ribosome occupancy for Pro or Ala codons in the heart of *Rpl3l*<sup>-/-</sup> mice compared with that of control mice.

### **File name: Supplementary Data 5.**

Description: MaxLFQ label-free quantification values for proteins in the heart of *Rpl3l*<sup>+/+</sup> and *Rpl3l*<sup>-/-</sup> mice.

### **File name: Supplementary Data 6.**

Description: RPM values for Charged-DM-tRNA-seq analysis of the heart of *Rpl3l*<sup>+/+</sup> and *Rpl3l*<sup>-/-</sup> mice.

### **File name: Supplementary Data 7.**

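The values of this table are read counts over each m6A peak divided by the width of the peak and scaled to TPM in each library. In the authors' deposited table, the ratio of TPM to count per base was the same for every peak of a library, to a relative spread of at most 6.7e-16. Of the peaks in this supplement, 1998 are used here, and the 6 counts given for each of them equal those of the deposited table.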

Description: TPM values for m6A-seq analysis of the heart of *Rpl3l*<sup>+/+</sup> and *Rpl3l*<sup>-/-</sup> mice.

### **File name: Supplementary Data 8.**

Description: RPM values for Disome-seq analysis of the heart of *Rpl3l*<sup>+/+</sup> and *Rpl3l*<sup>-/-</sup> mice.

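The table gives a value for each disome peak and mouse. Summed over the 722 peaks, the values of the 8 mice range from 706103 (*Rpl3l*-/- replicate 4) to 3239676 (*Rpl3l*-/- replicate 1). These sums rose with the disome counts of the libraries (Pearson's r 0.941, two-sided exact permutation p = 0.00122; Spearman's rho 0.976, exact permutation p = 0.000397). Without the 2 mice whose library totals lie farthest from the median, r was 0.992 over 6 mice. Both genotypes were sequenced to overlapping depths. The median log2 ratio of the peaks from the *Rpl3l*+/+ to the *Rpl3l*-/- heart was 0.24 for the values as given, with 552 of the 722 peaks above a ratio of 1. After division by the total of each library, it was 0.07, with 457 peaks above 1. The ratio of the summed values between genotypes was 1.16 as given (two-sided exact permutation p = 0.914, n = 4 mice each) and 1.05 after that division (p = 0.629 from the same exact test). Single mice set these directions, as fits chosen after the values had been seen showed. Without *Rpl3l*-/- replicate 1, the median log2 ratio as given was -0.36, with 129 peaks above 1, and the ratio of the summed values was 0.781. Without *Rpl3l*+/+ replicate 4 that ratio was 0.997. After division by the library totals, the median was -0.02, with 348 peaks above 1, and the ratio 0.96 without *Rpl3l*+/+ replicate 1, the mouse whose Disome-seq runs differed most.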

### **File name: Supplementary Data 9.**

Description: Oligonucleotides used in this study.

### **File name: Supplementary Data 10.**

Description: Concatemer sequences used in MRM analysis.

**File name: Supplementary Data 11.**

Description: Artificial protein sequences and corresponding MRM assay information.

**File name: Supplementary Movie 1.**

Description: Two-dimensional targeted M-mode images of the heart of *Rpl3l*<sup>+/+</sup> and *Rpl3l*<sup>-/-</sup> mice.

How the deposited data were processed for this re-analysis (not part of the article)

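RNA-seq and Ribo-seq of the heart (4 mice per genotype at 10 weeks of age), RNA-seq and Ribo-seq of C2C12 cells (3 cultures each of control, RPL3 OE and RPL3L OE cells), Disome-seq of the heart (4 mice per genotype, with 2 columns each that were taken as runs) and m6A-seq of the heart (3 mice per genotype) were re-analysed. Of the table of counts per transcript 50 columns were used, and of the m6A-seq table the count and the TPM column of each of the 6 libraries. Each column was assigned to a sample by its label. Libraries of tRNA-seq are not analysed here.

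The authors deposited read counts per transcript for RNA-seq, Ribo-seq and Disome-seq, without normalization. For Ribo-seq and Disome-seq, the authors trimmed adaptors with cutadapt, removed low-quality reads with the FASTX-Toolkit and rRNA reads with STAR, aligned the other reads with STAR to the mouse transcriptome (GRCm38.p6) and genome (mm10) with multiple mappings allowed, removed duplicates with UMI-tools and counted reads with featureCounts. The paper's text gives no separate read processing for RNA-seq. For m6A-seq, the authors deposited the read count and the TPM value of each peak. Peaks had been found with HOMER findPeaks, and reads counted with bedtools over peaks on coding regions common to the 3 replicates of each genotype. Versions of these programs and the strand setting are not given in the text of the paper.

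The table of counts has 47754 lines for 23877 transcripts, each on 2 identical lines, and 1 line per transcript was used. GENCODE M21, which annotates GRCm38, gave positions and gene names for 23662 transcripts (23487 with the same version of the identifier), and 215 had no match. All matched transcripts lie on the plus strand, and genes on the minus strand are not analysed here in these assays. Total counts per library, given with each experiment, limit the precision of every value, as does the spread between the libraries of a group. The 2 columns of a mouse in Disome-seq were summed. The intervals and floors given cover counting error only.

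Counts were fitted with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3), with library sizes scaled by TMM within each assay and a mean count of at least 10 in each assay of the model. The main threshold was an adjusted p-value under 0.05 (Benjamini-Hochberg, two-sided tests). TE was the interaction of group and assay. Heart models held genotype, C2C12 models held all groups, and no model held the replicate number. Log2 CPM used a prior count of 2. Lists of genes were tested on 1 transcript per gene, that with the highest mean count, by camera (limma 3.58.1) with a preset correlation of 0.01. The list with disome peaks was instead tested on all of its 212 transcripts, among which isoforms share reads. Fry and an estimated correlation were given beside it. A group with at most 3 counts in every library was treated as a floor, against which only a lower bound of a fold change was given. Permutation tests enumerated all arrangements for fewer than 10 values and otherwise drew 100000. Python 3.11.15, NumPy 2.4.6 and matplotlib 3.10.9 were used for the checks of the files and the figures.

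Each model was tested on simulated counts with 200 changed transcripts or peaks, drawn from the means and library sizes of the real libraries. With a log2 fold change of 1.5, it recovered 81.7% of 191 changed transcripts in heart RNA-seq and 93.7% of 190 in heart Ribo-seq, and the shares of the other experiments are given with them.

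The main tests, the samples in each model, the lists of muscle contraction, muscle differentiation, immediate-early, cardiac contraction, atrial, skeletal muscle, fat and blood genes, and the alternatives were chosen before the data were examined, as was the rule for the genes named. This rule names *Rpl3* and *Rpl3l*, the genes of the cardiac contraction list, *Atp5o*, and in each comparison the 3 transcripts with the largest increase and the 3 with the largest decrease among those past the threshold whose groups do not overlap, 1 per gene. Where 0 transcripts passed, it names the 2 with the smallest p-values. *Rpl3* and *Atp5o* lie on the minus strand and are not analysed here. Chosen after the data had been seen were the Disome-seq tests on whole transcripts, fits with both identical lines kept, fry for the TE lists, the fits without 1 replicate on Supplementary Data 8, the TE fits of 6 hearts and a list of 20 airway genes. The same holds for the tests of mRNA abundance, of exchanged numbers, of airway tissue, of *Rpl3l* footprints, of RPL3 OE replicate 3, of GC content and length among the TE changes in C2C12 cells and of the scale of Supplementary Data 8.

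Alternatives were no filter beyond a total of at least 10 counts, a mean count of at least 50, library totals in place of TMM, size factors and the Wald test of DESeq2 1.42.0, the replicate number as a block, 1 transcript per gene, models of only the groups compared, limma on log2(TPM + 1) for m6A peaks, fry for the lists, and each replicate left out in turn. Trends with GC content and transcript length were removed with splines of 4 degrees of freedom in a separate check, in which 99.2% of the transcripts tested in the heart Ribo-seq had a value. Libraries were thinned to equal depth in another check.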

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

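The tests of mRNA abundance, of exchanged numbers, of airway tissue and of *Rpl3l* footprints were chosen only after the result was seen.

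Footprint counts per transcript of the heart, for which the paper names only *Rpl3l*, differed between genotypes for 95 of 12695 transcripts (adjusted p-value under 0.05, edgeR), with 59 higher and 36 lower in the *Rpl3l*-/- heart. These belong to 51 genes, 34 higher and 17 lower, and 2069 transcripts had an unadjusted p-value under 0.05. At least a 2-fold change was found for 24 of the transcripts. By the rule for named genes, the largest increases were those of *Ppp1r3g* (log2 fold change 2.31, adjusted p = 0.0374), *Trim17* (1.96, adjusted p = 0.0251) and *Cebpb* (1.15, standard error 0.12, adjusted p = 0.000386). Besides *Rpl3l*, the largest decreases were those of *Lmtk3* (-1.74, standard error 0.24, adjusted p = 0.00717) and *Morn2* (-1.55, adjusted p = 0.0307). The calls of *Cebpb* and *Lmtk3* were made in all 8 fits that each left out 1 replicate, whereas those of *Ppp1r3g* and *Morn2* were lost in 7 of the 8. *Trim17* was tested in 6 of these fits and lost in 4. In the 8 fits the number of transcripts lay between 17, without *Rpl3l*+/+ replicate 3, and 59, without *Rpl3l*+/+ replicate 1. The balance of directions also depended on single hearts. Of the transcripts that passed, 3 of 17 were higher without *Rpl3l*+/+ replicate 3, 9 of 21 without *Rpl3l*+/+ replicate 4, 19 of 42 without *Rpl3l*+/+ replicate 2, 16 of 35 without *Rpl3l*-/- replicate 1 and 27 of 56 without *Rpl3l*-/- replicate 4.

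Among the 35 ways to part the 8 Ribo-seq libraries into groups of 4, only 1, the genotypes, gave as many transcripts, and the next gave 75. That other split set *Rpl3l*+/+ replicates 1 and 3 and *Rpl3l*-/- replicates 3 and 4 against the rest. It also parts the summed Ribo-seq level of the airway genes, at most 27.6 CPM on the first side and at least 447 on the other. Airway tissue in some of the dissected hearts is therefore a candidate explanation of that split, and both genotypes stand on each side. Depth as the whole cause is argued against by libraries thinned to equal depth, in which 86 transcripts passed and 71 of the 95 were among them. A change in mRNA abundance as the whole cause is argued against as well. Of the 78 transcripts other than *Rpl3l* with RNA-seq values, 58 moved in the same direction (74.4%), but their median RNA-seq change in that direction was 0.067 on the log2 scale, against 0.591 in Ribo-seq. Counted by gene, 30 of 41 moved the same way, while over 5359 genes 54% did, with a Pearson's r of 0.403 between the changes in both assays. In TE, 0 transcripts passed. A part played by mRNA abundance therefore stays open. Airway tissue in the dissected hearts was tested with the summed level of 20 airway genes as a covariate. Then 186 transcripts passed, all 95 among them.

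Trends with GC content and transcript length stay open. With these trends removed from each library, 43 transcripts passed, of which 34 were among the 95. Of the 35 splits, 2 gave as many. These were the genotypes and, with 76, the split named above that also parts the airway level. The result may therefore rest in part on such trends. A list of atrial genes had a median log2 fold change of -0.167 in Ribo-seq (4 genes, camera p-value 0.222, fry p-value 0.414), with 1 gene higher. Lists of skeletal muscle (6 genes, median 0.32, camera p-value 0.00153, fry p-value 0.0419), fat (4 genes, 0.58, camera p-value 0.646, fry p-value 0.85) and blood (3 genes, 0.396, camera p-value 0.0784, fry p-value 0.189) were higher in the *Rpl3l*-/- heart for each gene. In all 4 lists, 0 genes passed the threshold. The contributions of these tissues cannot be told apart from a change within heart muscle, since the lists hold few genes, all of which had a mean count of at least 10 in these heart libraries. Of the 6 skeletal muscle genes, 4 are also in the list of muscle contraction, and in RNA-seq the skeletal muscle genes tested were lower, not higher, in the *Rpl3l*-/- heart. Among their most abundant genes, *Hba-a1* changed by 0.39, *Mylpf* by 0.28 and *Cfd* by 0.76 on the log2 scale. The loss of RPL3L itself is among the open explanations.

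A library stood far from the others of its group in 5 of the 60 groups of 4 that were checked. Its gap to the nearest of them, relative to the range of the group, was over the critical value of Dixon's test. By chance this holds for about 1 in 20 groups, or 3 of 60.

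In the *Rpl3l*-/- hearts, the mean log2 level of the atrial genes *Myl4*, *Sln*, *Nppa* and *Bmp10* was 6.699 CPM in RNA-seq library 2, against 8.35 to 8.68 in the others. In Ribo-seq it was 6.9 in library 3, against 9.13 to 9.49 in the others. The levels of the fat list were lowest in these libraries too, at 0.77 and 2.53. Of the 4 atrial genes, *Myl4* is also in the lists of cardiac and muscle contraction. A candidate explanation is that both libraries come from 1 heart that lacked atrial tissue and fat, and that the numbers 2 and 3 were exchanged in 1 assay. Over 6541 transcripts, the deviations from the group mean of RNA-seq library 2 correlated with those of Ribo-seq library 3 (Pearson's r 0.72) and those of RNA-seq library 3 with those of Ribo-seq library 2 (0.75). Same-numbered libraries gave 0.68 and 0.54 for numbers 1 and 4 but -0.64 and -0.70 for numbers 2 and 3. Same-numbered *Rpl3l*+/+ libraries gave 0.33 to 0.44. Comparisons with Disome-seq used 240 transcripts. Between Ribo-seq and Disome-seq, same-numbered *Rpl3l*-/- libraries gave 0.54 to 0.68, whereas between RNA-seq and Disome-seq numbers 2 and 3 gave -0.54 and -0.53. RNA-seq library 2 with Disome-seq library 3 gave 0.5, and RNA-seq library 3 with Disome-seq library 2 gave 0.6. Of the 24 ways to match these RNA-seq and Disome-seq libraries, however, the best was not this exchange and also moved number 4. The summed airway level of *Rpl3l*-/- libraries 2 and 3 was 2.42 and 2740 CPM in RNA-seq. It was 5000 and 8.09 in Ribo-seq, and 4890 and 20.8 in Disome-seq. RNA-seq is thus the assay whose numbers 2 and 3 differ from the others. Library 4 was low in each assay (1.83, 18.5 and 179 CPM), so this level cannot exclude a move of number 4. Genes are not independent replicates, and 0 fits were made with exchanged numbers. Comparisons of TE that use no replicate number are not affected by such an exchange. The TE fits that leave out 1 replicate, the block within groups and the tests of the TE lists are. Why atrial transcripts were low in 1 heart has no tested biological explanation.

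Isoform 1 of *Rpl3l* had 5.535 normalized Ribo-seq CPM in *Rpl3l*-/- replicate 2, against 10.3 to 11.1 in the other *Rpl3l*-/- hearts. Footprints of *Rpl3* that map to *Rpl3l* could form part of these low levels. Control C2C12 cells, with almost no *Rpl3l* mRNA, gave 6.45 CPM on isoform 2 (at most 8.02), against 10.92 in the *Rpl3l*-/- heart (at least 5.96). RPL3 OE cells, in which footprints of *Rpl3* from the retrovirus would add to such a background, gave no more than control cells, with 4.94 CPM on isoform 2 (at most 6.48) and 1.99 on isoform 1, against 3.9 in control cells. This goes against *Rpl3* as the source in C2C12 cells, but these values rest on at most 30 counts per culture. The ranges of control cells and *Rpl3l*-/- hearts overlap, and the amount of *Rpl3* footprints is not analysed here, so remaining *Rpl3l* footprints and misassigned footprints of *Rpl3* cannot be told apart in the heart. No biological explanation was tested.

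The disome value of *Scgb3a1* in *Rpl3l*+/+ replicate 2 was 5.533 on the log2 scale, against 4.52 in the other *Rpl3l*+/+ hearts, and rests on 1 count. Airway tissue in the dissected hearts is a candidate source. The 20 airway genes, 18 of which have a line in the count table, were listed after *Scgb3a1* had been seen. Of these, 0 reached 1 CPM in every heart RNA-seq library, and 0 are in another list. The disome counts on the airway genes other than *Scgb3a1* were 21, 35, 0 and 6 in *Rpl3l*+/+ replicates 1 to 4 and 385, 341, 1 and 3 in *Rpl3l*-/- replicates 1 to 4. The airway level did not separate the genotypes in Disome-seq (exact permutation p = 0.371), Ribo-seq (p = 0.657, exact) or RNA-seq (p = 0.8, exact), where the smallest possible p is 0.0286. Whether the airway genes differ by genotype in more hearts stays open.

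The heart RNA-seq total of *Rpl3l*+/+ replicate 4 was 14040000 counts, against 3595000 to 5163000 in the other *Rpl3l*+/+ hearts. The *Rpl3l*-/- libraries were deeper than most *Rpl3l*+/+ libraries, so depth and genotype go together in part. In libraries thinned to equal depth, 2 transcripts differed in RNA-seq, and both were the isoforms of *Rpl3l* found at full depth. This argues against depth as the cause of that result. No biological explanation of the depth was tested.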

How the results depend on the processing

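With library totals, with DESeq2 and with each replicate left out, the log2 fold changes of both *Rpl3l* isoforms in heart RNA-seq and Ribo-seq kept their direction and stayed past the threshold. Fits with both identical lines of each transcript kept were chosen after seeing the data, as were all Disome-seq fits on whole transcripts. Unless stated otherwise, the cause was not tested.

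For TE in the heart, the Wald test of DESeq2 gave 22 transcripts against 0. For heart RNA-seq it gave 11 against 2. Keeping 1 transcript per gene left 1 there and keeping both lines gave 4, by construction. For heart Ribo-seq, in place of 95 transcripts, 63 passed without a filter on the mean count (35 higher), 185 with DESeq2, 26 with 1 transcript per gene and 194 with both lines. With library totals, 105 passed, of which 42 were higher, against 59 of 95 with TMM. The 8 fits that each left out 1 replicate gave from 17, without *Rpl3l*+/+ replicate 3, to 59. They gave 21 without *Rpl3l*+/+ replicate 4, 29 without *Rpl3l*-/- replicate 3, 35 without *Rpl3l*-/- replicate 1, 42 without *Rpl3l*+/+ replicate 2, 45 without *Rpl3l*-/- replicate 2 and 56 without *Rpl3l*-/- replicate 4. Each has fewer samples.

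For TE in C2C12 cells, the fits that each left out 1 replicate gave from 67 to 297 transcripts for RPL3L OE against control, from 3 to 73 for RPL3 OE against control and from 8 to 62 for RPL3L OE against RPL3 OE, each with fewer samples. Library totals gave 13 for RPL3 OE and 64 for the direct comparison, against 7 and 41. DESeq2 gave 21 for RPL3 OE. With 1 transcript per gene, 103 passed for RPL3L OE and 15 in the direct comparison, and with both lines 562, 14 and 82. Models of only the groups compared gave 1 for RPL3 OE. Of the transcripts for RPL3L OE, 54.4% were higher with TMM, 301 of 409 with library totals and 113 of 248 with DESeq2. RPL3L OE had more transcripts than RPL3 OE in each of these fits.

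For C2C12 RNA-seq, DESeq2 gave 874 transcripts for RPL3L OE against control in place of 1336. With 1 transcript per gene the counts were 592, 1043 and 1614, and with both lines 2668, 4642 and 7808, for RPL3L OE against control, RPL3 OE against control and RPL3L OE against RPL3 OE. Without control replicate 3, RPL3L OE against control gave 823, the lowest of a range up to 1364.

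For Disome-seq counts of whole transcripts, 3 transcripts passed without a filter and 2 with run 2 alone, against 0, and the fits that each left out 1 replicate gave 0 to 3, with 3 without *Rpl3l*+/+ replicate 3. The list of transcripts with disome peaks had a p-value of 0.291 under fry (median 0.144). The median log2 fold change of m6A peaks, -0.024, was -0.0111 without a filter, 0.0087 with a mean count of at least 50, -0.106 with library totals, -0.0363 with DESeq2 and -0.0377 with limma on TPM. It ranged from -0.0403 to -0.0095 with 1 replicate left out. The median log2 fold change of the muscle contraction genes was 0.33 with library totals (camera p-value 0.0598), and ranged from 0.206 to 0.358 with 1 replicate left out. It was 0.558 with a mean count of at least 50 (6 genes, camera p-value 0.00649). Without a filter on the mean count it was 0.319 (13 genes, camera p-value 0.0195).

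The median of the cardiac contraction genes in heart RNA-seq reversed without *Rpl3l*+/+ replicate 3 (-0.07) and without *Rpl3l*-/- replicate 2 (-0.067), in a range from -0.07 to 0.098. In TE it reversed without *Rpl3l*+/+ replicate 1 (-0.001), in a range from -0.001 to 0.146. The median TE change of the genes with delayed Pro or Ala codons lay between 0.014 and 0.174 when 1 replicate was left out. Its camera p-value was 0.00569 without *Rpl3l*+/+ replicate 3 (median 0.159), 0.0314 without *Rpl3l*-/- replicate 1 (0.128) and 0.000858 without *Rpl3l*-/- replicate 2 (0.174), against 0.0984 with all replicates.

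For the peaks of Supplementary Data 8, fits without 1 replicate were chosen after seeing the data. The ratio of summed values lay between 0.781 and 1.455 as given, and reversed without *Rpl3l*-/- replicate 1 (0.781) and *Rpl3l*+/+ replicate 4 (0.997). Divided by library totals it lay between 0.96 and 1.125, and reversed without *Rpl3l*+/+ replicate 1 (0.96). The median log2 ratio lay between -0.359 and 0.501 as given, and reversed without *Rpl3l*-/- replicate 1 (-0.359). Divided by library totals it lay between -0.021 and 0.162, and reversed without *Rpl3l*+/+ replicate 1 (-0.021).

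The replicate number paired no samples between groups. The deviations of same-numbered libraries correlated with a Pearson's r of -0.27 to -0.08 in heart RNA-seq, -0.42 to 0.51 in heart Ribo-seq, -0.38 to 0.38 in Disome-seq, -0.04 to 0.42 in m6A-seq, -0.06 to 0.05 in C2C12 RNA-seq and -0.05 to 0.07 in C2C12 Ribo-seq. RNA-seq and Ribo-seq libraries with the same group and number gave -0.7 to 0.68 in the heart and -0.04 to 0.11 in C2C12 cells. With the number as a block, 2 transcripts passed in Disome-seq and 5 m6A peaks passed, the m6A median was -0.0046 and the muscle contraction genes had a median of 0.317 (camera p-value 0.065). In 6 hearts the RNA-seq and Ribo-seq libraries with the same number did correlate, with 0.33 to 0.44 in the *Rpl3l*+/+ hearts and 0.68 and 0.54 in *Rpl3l*-/- replicates 1 and 4. In fits of only these hearts, chosen after seeing the data, 4 transcripts differed in TE with a block within each group and 1 without it, all higher in the *Rpl3l*-/- heart, against 0 with all hearts. The block within groups of all 8 hearts, with 0 transcripts, takes numbers 2 and 3 of the *Rpl3l*-/- hearts as they are, so it is no valid paired test. With a block within each group, 69 transcripts differed in TE between RPL3L OE and RPL3 OE cells. The block moved no other count of transcripts by more than 1.5 times.

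Among the 40 results on single genes or peaks, 10 of 268 values under other settings were weaker, 4 stronger and 254 the same. With a replicate left out, 61 of 321 were weaker, 3 stronger and 257 the same. The alternatives for *Rpl3* were not run, since it is not analysed here. In Disome-seq, the depth left 1365 transcripts to test. In TE of the heart and in m6A peaks, simulated counts recovered 0% of changes of 0.5 on the log2 scale, and the simulations did not separate depth from the spread between mice.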

Differences from the paper's values

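For RPL3 OE against control cells, the paper's table gives 15 transcripts with changed TE that have a line in the count table, and 7 were found here. Of the alternatives set before the data were examined, library totals (13 transcripts), DESeq2 (21) and a block within each group (10) came within 1.5 times of the paper's value. No filter (7), a mean count of at least 50 (7), the replicate block (7), 1 transcript per gene (6), a model of only the groups compared (1) and the 9 fits that each left out 1 replicate (3 to 73) did not.

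For RPL3L OE against control cells the paper's value is 313 and the value here is 281. The model of only the groups compared reached 313. Between genotypes, the paper's table gives 0 transcripts with changed TE in the heart in the part held, as did the main fit here. Of the alternatives set before the data were examined, only DESeq2 gave any, with 22.

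The paper's table holds transcripts with higher as well as lower TE in RPL3 OE cells, whereas 0 of the 7 found here were higher. With library totals 6 of 13 were higher, and with DESeq2 6 of 21.

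The log2 fold changes of *Rpl3l* isoforms 1 and 2 are about -3.5 and about -3.9 for RNA-seq and about -4.0 and about -4.7 for Ribo-seq in Fig. 3b, read by eye. The values here were -3.55 and -3.93 for RNA-seq and -3.98 and -4.67 for Ribo-seq.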

Other observations

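The tests of the RPL3 OE replicate 3, of GC content and length among the TE changes in C2C12 cells, of the scale of Supplementary Data 8 and of airway tissue were chosen only after the result was seen.

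In heart RNA-seq, 4 of the 35 splits of the 8 libraries gave at least the 2 transcripts that differed between genotypes. The split of *Rpl3l*+/+ replicates 1 and 3 and *Rpl3l*-/- replicates 2 and 4 against the rest gave 128. Airway tissue in some of the dissected hearts is a candidate explanation of that split. The summed level of the airway genes was at least 195 CPM in the 4 libraries on one side and at most 10.3 on the other. *Bpifa1*, the most abundant of the airway genes, reached 1080 CPM in *Rpl3l*-/- replicate 3 and 287 in *Rpl3l*+/+ replicate 2. Both genotypes stand on each side. With the airway level as a covariate, the number of transcripts that differed between genotypes in RNA-seq was again 2.

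The lists of other tissues did not account for the fall of *Rpl3l* mRNA. In RNA-seq the median log2 fold change was -0.229 for the atrial list (4 genes, camera p-value 0.00941, fry p-value 0.26), -0.517 for skeletal muscle (4 genes, camera p-value 0.00327, fry p-value 0.285), 0.565 for fat (4 genes, camera p-value 0.349, fry p-value 0.806) and 0.404 for blood (3 genes, camera p-value 0.0166, fry p-value 0.215), with 0 genes past the threshold. These changes are far smaller than that of *Rpl3l*, so a different amount of such tissue is argued against as its cause. Reads of *Rpl3* assigned to *Rpl3l* are argued against as the source of the *Rpl3l* RNA-seq reads in the *Rpl3l*-/- heart. These came to 30.12 CPM on isoform 2, 83.7 times the 0.36 CPM in control C2C12 cells. The paper's RT-qPCR gives 6.94% of the *Rpl3l*+/+ level of *Rpl3l* mRNA with primers in the 3′ untranslated region and 0.0094% with primers in the deleted region (5 mice per genotype), so transcripts of the targeted allele stay open as the source.

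For TE in the heart, the genotypes gave 0 transcripts, which each of the 35 splits reaches by construction, and the highest gave 6. For Disome-seq the genotypes also gave 0, so the number of splits that reach it tells nothing. The highest of the 35 gave 117, from *Rpl3l*+/+ replicates 1 and 4 and *Rpl3l*-/- replicates 3 and 4 against the rest. For m6A peaks, 10 of 10 gave 0. In each of the 6 C2C12 comparisons, 1 of 10 splits, the real one, gave as many transcripts, and the others gave 0, apart from RPL3L OE against control in RNA-seq with up to 4. With 10 splits the share cannot fall under 0.1.

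In C2C12 cells more transcripts changed in TE with RPL3L than with RPL3. Depth is argued against as the cause. In libraries thinned to equal depth, 177 transcripts passed for RPL3L OE (139 of the 281 among them) and 6 for RPL3 OE. With trends in GC content and length removed, 120 passed for RPL3L OE and 15 for RPL3 OE, so these trends are argued against as the whole cause of the excess, although it was smaller than the 281 against 7 before. Without RPL3 OE replicate 3, 73 transcripts passed for RPL3 OE and 279 for RPL3L OE, which argues against the spread of that replicate as the whole cause. Of the 281 transcripts themselves, only 85 passed with the trends removed, so such trends may contribute to the excess and to which transcripts pass. The difference between RPL3L and RPL3, in protein or in amount, stays open and was not tested.

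In C2C12 RNA-seq, the log2 fold changes of RPL3L OE and RPL3 OE over the shared control had a Pearson's r of -0.051 across 10995 transcripts, against a median of 0.401 (0.384 to 0.424) in 20 simulations of unchanged groups. Whether an immediate-early response adds to the genes that rose from RPL3 OE to RPL3L OE cells was not decided, since the genes of that list moved both ways. The median log2 fold change of the 10 genes of that list was 0.08 (camera p-value 0.324, estimated correlation p-value 0.366, fry p-value 0.0568), with 6 higher. Of the 10 genes, 4 had an adjusted p-value under 0.05 over all genes and 4 adjusted over the list alone. Those over all genes were *Maff* (log2 fold change 0.69), *Egr3* (0.50), *Klf6* (0.26) and *Egr1* (-0.51), named after their values were seen, so that 3 of the 4 rose.

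The disome values of Supplementary Data 8 may not be scaled to the depth of the libraries. Their sums per mouse followed the library totals with a Pearson's r of 0.941 over 8 mice. The genotype did not separate these sums, and no biological explanation was tested.

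The transcripts with disome peaks were also tested in the other assays. Their median log2 fold change was 0.059 in Ribo-seq (camera p-value 0.00523, fry p-value 0.223) and 0.028 in RNA-seq (camera p-value 0.332, fry p-value 0.668). For these 212 transcripts a higher number of footprints and a higher number of disomes in the *Rpl3l*-/- heart cannot be told apart, since camera and fry part in both assays and the disome libraries are shallow. The loss of RPL3L stays among the open explanations.

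Pearson's r of 0.035 across genes between the changes of m6A peaks and of their mRNA decides nothing about the abundance of mRNA, since 0 peaks and, in RNA-seq, only *Rpl3l* changed past the threshold.

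The genes of the cardiac contraction list, of which 8 of 15 have a line in the count table, had a median log2 fold change of 0.04 in heart RNA-seq (camera p-value 0.764, fry p-value 0.647, 5 higher) and 0.08 in TE (camera p-value 0.558, fry p-value 0.749). The 24 genes with delayed Pro or Ala codons that could be tested had a median TE change of 0.10 (camera p-value 0.0984, estimated correlation p-value 0.587, fry p-value 0.572), and 15 were higher in the *Rpl3l*-/- heart. Of single genes, 0 passed in each of these lists, over all genes tested and adjusted over the list alone. In TE of the heart, 796 transcripts had an unadjusted p-value under 0.05.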
